# Locus-specific paramutation in *Zea mays* is maintained by a PICKLE-like chromodomain helicase DNA-binding 3 protein controlling development and male gametophyte function

**DOI:** 10.1371/journal.pgen.1009243

**Published:** 2020-12-15

**Authors:** Natalie C. Deans, Brian J. Giacopelli, Jay B. Hollick

## Abstract

Paramutations represent directed and meiotically-heritable changes in gene regulation leading to apparent violations of Mendelian inheritance. Although the mechanism and evolutionary importance of paramutation behaviors remain largely unknown, genetic screens in maize (*Zea mays*) identify five components affecting 24 nucleotide RNA biogenesis as required to maintain repression of a paramutant *purple plant1* (*pl1*) allele. Currently, the RNA polymerase IV largest subunit represents the only component also specifying proper development. Here we identify a chromodomain helicase DNA-binding 3 (CHD3) protein orthologous to Arabidopsis (*Arabidopsis thaliana*) PICKLE as another component maintaining both *pl1* paramutation and normal somatic development but without affecting overall small RNA biogenesis. In addition, genetic tests show this protein contributes to proper male gametophyte function. The similar mutant phenotypes documented in Arabidopsis and maize implicate some evolutionarily-conserved gene regulation while developmental defects associated with the two paramutation mutants are largely distinct. Our results show that a CHD3 protein responsible for normal plant ontogeny and sperm transmission also helps maintain meiotically-heritable epigenetic regulatory variation for specific alleles. This finding implicates an intersection of RNA polymerase IV function and nucleosome positioning in the paramutation process.

## Author summary

Genes are switched “on” and “off” during normal development by regulating DNA accessibility within the chromosomes. How certain gene variants permanently maintain “off” states from one generation to the next remains unclear, but studies in multiple eukaryotes implicate roles for specific types of small RNAs, some of which define cytosine methylation patterns. In corn, these RNAs come from at least two RNA polymerase II-derived complexes sharing a common catalytic subunit (RPD1). Although RPD1 both controls the normal developmental switching of many genes and permanently maintains some of these “off” states across generations, how RPD1 function defines heritable DNA accessibility is unknown. We discovered that a protein (CHD3a) belonging to a group known to alter nucleosome positioning is also required to help maintain a heritable “off” state for one particular corn gene variant controlling both plant and flower color. We also found CHD3a necessary for normal plant development and sperm transmission consistent with the idea that proper nucleosome positioning defines evolutionarily-important gene expression patterns. Because both CHD3a and RPD1 maintain the heritable “off” state of a specific gene variant, their functions appear to be mechanistically linked.

## Introduction

Organismal development requires alleles to undergo controlled transitions between silent and expressed states coordinated by transcription factors, non-coding RNAs, and chromatin regulators interacting with allele-specific regulatory sequences. In many eukaryotes, small non-coding RNAs (sRNAs) such as small interfering RNAs (siRNAs) (reviewed in [1]), microRNAs (miRNAs) (reviewed in [2]), and PIWI-interacting RNAs (piRNAs) (reviewed in [3])—in complex with argonaute (AGO) proteins—can modulate chromatin structure, RNA stability, or translation to achieve developmental transitions and/or defend against foreign nucleic acids and transposable element (TE) activities (reviewed in [1]). sRNAs are typically processed from DNA-dependent RNA polymerase (RNAP) II transcripts, but in multicellular plants, additional RNAP II-related complexes [4,5] having specialized functions in transcriptional regulation [6–9] generate the majority of siRNA precursors.

RNAP II-related RNAPs IV and V collaborate to maintain repressive chromatin states through the action of RNAP IV-derived siRNAs that primarily target TEs and other repetitive sequences for *de novo* cytosine methylation and subsequent histone modifications via a process termed RNA-directed DNA Methylation (RdDM) [10]. Although Arabidopsis (*Arabidopsis thaliana*) plants lacking RNAP IV and/or V develop normally [11], misexpression of specific alleles in the absence of the maize (*Zea mays*) RNAP IV largest subunit (RPD1) leads to abnormal development [7,8,12–14]. Thus, in maize and likely other grasses, RNAP IV has been co-opted to define some developmental expression patterns. Unlike the eudicots typified by Arabidopsis, grasses have diversified subtypes for RNAP IV, V, and outside of maize, RNAP VI [15] defined by alternative second largest catalytic subunits [5]. The evolutionary importance of such diversity and regulatory novelty remains completely unknown.

Maize RNAP IV subtypes also establish and/or maintain meiotically heritable expression patterns of certain alleles [13,16–19] for which changes in gene regulation occur in response to *trans*-homolog interactions by a process known as paramutation [20–23]. Such alleles are well described at *booster1* (*b1*) [24–27] and *red1* (*r1*) [20,28,29]—loci encoding basic helix-loop-helix (bHLH) proteins—and at both the *pericarp color1* (*p1*) [30–32] and *purple plant1* (*pl1*) [33] loci encoding R2R3 Myb-type proteins. Expression patterns of these alleles can be directly visualized by pigmentation [34] because the encoded proteins are transcriptional activators of genes encoding flavonoid biosynthetic enzymes. Similar to developmental phase changes [35], certain alleles of these loci can switch from transcriptionally active to repressed states [36–38].

Characteristic of paramutation, the repressed state of a given allele appears dominant to an active one, and typically only repressed states are sexually transmitted from such heterozygotes [22,23]. Hence, active states heritably change in response to being heterozygous with a homologous allele in a repressed state. Mutation screens identify loci that function as *mediators of paramutation* (*mop*) of the *B1-Intense* (*B1-I*) allele [18,39] and factors *required to maintain repression* (*rmr*) of the *Pl1-Rhoades* allele [40,41]. All five known MOP and RMR proteins are either RNAP IV subunits [13,17–19] or accessory proteins [41–43] required for 24 nucleotide (24nt) RNA biogenesis [6,13,17,18,43–45].

The involvement of small RNA biogenesis components in facilitating and/or maintaining paramutations implicates a model in which regulatory landscapes are transferred between homologous alleles with differing epigenetic states via 24nt RNAs shared in *trans* [22,23,46]. Curiously, no potential components of an RdDM-type pathway downstream of 24nt RNAs have yet been identified in the *mop* and *rmr* screens. Two RNAP IV catalytic subunits encoded by *rmr6* / *mop3* / *rpd1* [13,19] and *rmr7* / *mop2* / *rpd2a* [17,18] are orthologs of Arabidopsis NUCLEAR RNA POLYMERASE D1 (NRPD1) and NRPD2, respectively. Additionally, *mop1* encodes a likely RNA-dependent RNA polymerase (RDR) orthologous to Arabidopsis RDR2 [42], and *rmr1* encodes an SNF2-type ATP-dependent helicase similar to Arabidopsis CLASSY 3 and 4 [41]. The novel RMR2 protein is also required for full 24nt RNA biogenesis [43] but functions of any Arabidopsis orthologs remain uncharacterized. Outside of stochastic defects reported for some *mop1* mutants [39], only loss of RPD1 persistently impacts plant development [12,13], indicating that RNAP IV has a role in developmental gene control independent of 24nt RNAs and any RdDM-type mechanism.

Paramutation-like behaviors in several non-plant species (reviewed in [23,47]) involve diverse sRNA-dependent mechanisms. In maize, a model that 24nt RNAs facilitate paramutations does not account for the observations that RMR1, RMR2, and RPD2a are not required to establish paramutations at *Pl1-Rhoades* [17,41,43]. These data indicate that although 24nt RNAs are implicated in maintaining *Pl1-Rhoades* repression, they may not be paramutation instigators, and the role of RNAP IV in facilitating paramutations may be independent of 24nt RNA biogenesis [6,8].

Here we describe a novel *rmr* locus (*rmr12*) where loss of function broadly affects plant development in ways mostly distinct from that of *rpd1* mutants. Mutations, genetic mapping, and sequence information show *rmr12* corresponds to a gene encoding a chromodomain helicase DNA-binding 3 (CHD3) protein most orthologous to Arabidopsis PICKLE (PKL). Genetic experiments show this CHD3 protein operates both somatically and in male gametophytes to ensure proper development and gamete transmission respectively. Small RNA profiling shows that RMR12 is not a component of 24nt RNA biogenesis yet genetic tests show that it specifically maintains *Pl1-Rhoades* repression and contributes to fidelity of the heritable feature(s) underlying its paramutagenic properties. Hence a likely nucleosome remodeler is responsible for specifying both mitotically- and meiotically-heritable epigenetic information.

## Results

### Mutations define the *rmr12* locus

Because repressed *Pl1-Rhoades* states invariably condition weak pigmentation, mutations disrupting functions required to maintain this repression are easily identified by increased anthocyanin production [40]. Two distinct *rmr* screens using ethyl methanesulfonate (ems)-treated pollen [40,41] identified four mutations that also conferred similar developmental defects. Mutations ems98738 and ems98924 conditioned dark seedling pigmentation [40] while ems063095 and ems143190 were found with strongly pigmented anthers [41]. In all M_2_ and F_2_ progenies, dark seedling pigmentation exclusively cosegregated with narrow leaves and acute leaf angles (Fig 1). At maturity, all mutants had a dwarf stature, delayed flowering, and upright, narrow, adaxially-curled leaves (Fig 1B) having a wrinkled epidermis (Fig 1C, see S1 Fig). Inflorescences were either absent, barren, or small, with tassels having fewer secondary spikes and florets that rarely extruded anthers (Fig 1D). Grain set was rare with cobs carrying few and heterogeneous sized kernels set in disorganized rows (Fig 1E). In two F_2_ progenies segregating ems063095, all plants having fully-pigmented anthers diagnostic of the phenotype conferred by *Pl1-Rhoades* in a derepressed state (Pl-Rh) had the same developmental defects including later flowering and reduced height compared to their normal siblings displaying anther color phenotypes conditioned by a repressed *Pl1-Rhoades* state (Pl´) (Table 1). In these and all other examples, the function identified by these four mutations specified both proper plant development and apparent *Pl1-Rhoades* repression.

**Fig 1:**
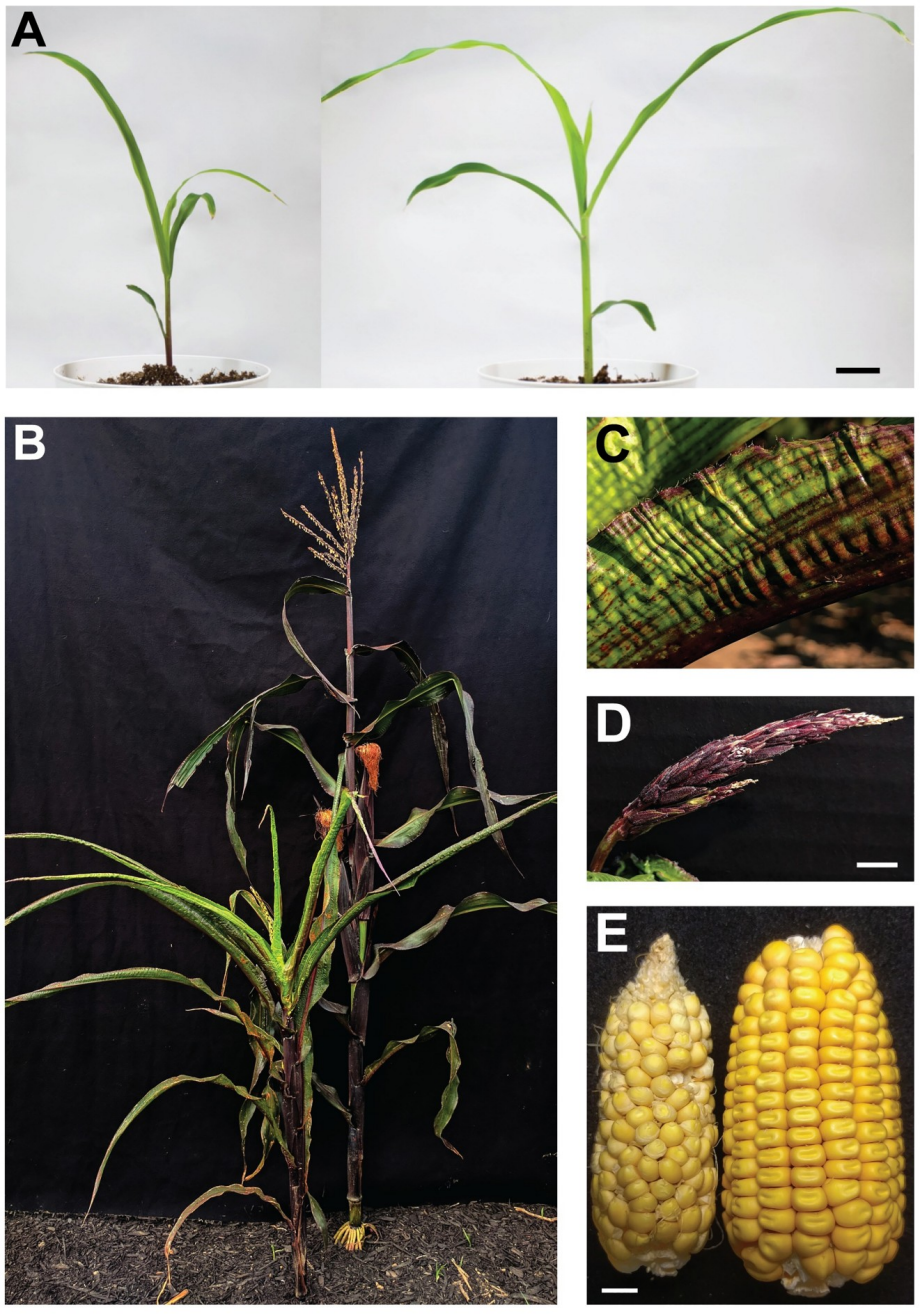
Mutant phenotypes. **(A)** Comparison of ems063095 mutant (left) and non-mutant sibling (right) seedlings. Bar = 2cm. **(B)** Comparison of adult ems063095 mutant (left) and flowering non-mutant sibling (right). **(C)** Abaxial surface of adult ems063095 mutant leaf blade. **(D)** ems063095 mutant tassel at flowering. Bar = 1cm. **(E)** Comparison of grain set on ems98738 mutant (left) and A619 (right) generated from reciprocal crosses. Bar = 1cm.

**Table 1:** Characters of ems063095 F_2_ individuals having Pl´ and Pl-Rh anther types.

	Pl´			Pl-Rh		
Progeny ID	DTF	Plant height	n	DTF	Plant height	n
091133	67 ±0.6	184.0 ±1.7	92	90 ±1.5	102.5 ±2.7	13
091061	65 ±0.5	212.5 ±1.7	72	92 ±2.6	127.8 ±6.2	6
Total	66 ±0.4	196.5 ±1.6	164	90 ±1.3	110.5 ±3.8	19

Mean ±s.e.m.; DTF: Days to flowering

Genetic complementation test results showed all four mutations define a novel *rmr* locus (see S1 and S2 Tables) hereafter designated *rmr12* with ems98738, ems98924, ems063095 and ems143190 mutations respectively renamed *rmr12-1*, *-2*, *-3*, and *-4*. For all four alleles, the mean frequency of mutant types was less than expected from single-locus recessive mutations (Tables 2 and 3, see S1 Methods, S3 Table). For instance, the frequency of *rmr12-1* and *rmr12-2* darkly-pigmented M_2_ seedlings was 0.10 (*χ*^2^ = 9.0, *p* = 0.0027) and 0.13 (*χ*^2^ = 8.6, *p* = 0.0033) respectively (Table 2), and the combined mutant frequency in 36 F_2_ progenies segregating *rmr12-1*, *rmr12-2*, or *rmr12-3* was 0.18 (Table 3, see S3 Table). These observations indicate the mutations are fully recessive. Comparing the observed and expected mutant frequencies defined by a single-locus (0.25) versus a two-locus model (0.0625) generated highly significant *χ*^2^ values of 61.02 and 493.08, respectively (Table 3). Although these results support neither model, the most parsimonious interpretations are that either transmission of single-locus recessive mutant alleles is impaired or that the mutant phenotype is incompletely penetrant.

**Table 2:** M_2_ mutant seedling segregation.

Allele	Progeny ID	No. dark seedlings	Total seedlings	Frequency	*p* value (χ^2^)
*rmr12-1*	98738	10	100	0.10	0.0027
*rmr12-2*	98924	18	142	0.13	0.0033

**Table 3:** F_2_ *rmr12* mutant frequencies.

Progeny		No. individuals			Statistics for single locus model (0.25)		Statistics for two locus model (0.0625)	
No.	Allele	Mutant	Non-mutant	Freq.	Mutant χ^2^	*p* value	Mutant χ^2^	*p* value
18	*rmr12-1*	111	642	0.15	31.70	9.3e-9	86.86	5.9e-21
2	*rmr12-2*	25	171	0.13	11.76	3.3e-4	13.27	1.4e-4
15	*rmr12-3*	303	1292	0.19	22.99	8.5e7	414.66	1.8e-92
	Total	439	2105	0.18	61.02	2.9e-15	493.08	1.5e-109

### Biased allele transmission is due to male gametophyte dysfunction

Because heterozygotes for *rmr12* mutant alleles bear cobs with near full grain set (see S2 Fig) we inferred that mutant female gametophytes were fully functional, and therefore surmised that mutant male gametophytes were compromised. To address this idea, we reciprocally crossed *rmr12-1 / rmr12-1* mutants to or by *rmr12-3 / Rmr12* heterozygotes looking for paternal transmission bias. Half the offspring had developmental defects (Fig 1) when *rmr12-3 / Rmr12* heterozygotes were used as females (0.49, *χ*^2^ = 0.10, *p* = 0.747), indicating that mutant sporophyte germination and survival are not impaired and that the mutant phenotype is fully penetrant (Table 4). In contrast, fewer mutants were observed when *rmr12-3 / Rmr12* heterozygotes were used as males (0.39, *χ*^2^ = 5.28, *p* = 0.021) (Table 4). Because all four independent *rmr12* mutant alleles show similar transmission ratio distortions (Tables 2 and 3, see S2 and S3 Tables), we hypothesized that *Rmr12* is important for normal male gametophyte function.

**Table 4:** Mutant frequencies in progeny from reciprocal crosses.

Parents		Progeny				
Female	Male	ID	Mutants	Non-mutants	Freq.	*p* value (χ^2^)
*rmr12-3* / *Rmr12*	*rmr12-1* / *rmr12-1*	142783	84	90	0.483	0.75
		142785	66	68	0.493	0.90
*rmr12-1* / *rmr12-1*	*rmr12-3* / *Rmr12*	142763	60	86	0.410	0.13
		142850	21	42	0.333	0.06
*rmr12-3* / *Rmr12*	*rmr12-1* / *rmr12-1*	Totals	150	158	0.487	0.75
*rmr12-1* / *rmr12-1*	*rmr12-3* / *Rmr12*		81	128	0.388	0.02

Because we observed genetic linkage of *rmr12* to a mutant *waxy1* (*wx1*) allele (see S1 Methods and S4 Table), we could test this hypothesis using *9S* cell autonomous markers to monitor *rmr12* allele transmissions. Because *wx1* mutant pollen accumulate amylopectins that stain red with I_2_-KI [48] rather than amylose which stains blue, we could approximate the frequency of *rmr12* alleles segregated from heterozygous plants. Fresh pollen collected from two *Rmr12 wx1 / rmr12-3 Wx1* individuals were of two types (1392 blue and 1350 red) whose frequencies did not deviate from the expected 0.50 (*χ*^*2*^ = 0.37, *p* = 0.57) (Table 5). The frequency of viable pollen as assessed with fluorescein diacetate [49] was also similar between *Rmr12* / *rmr12-4* and *Rmr12* / *Rmr12* individuals (0.97 in both, *p* = 0.94, two-sample *t*-test, see S3A Fig). We then compared *in vitro* pollen germination frequencies from eight *Rmr12 wx1 / rmr12-3 Wx1* florets. While frequencies varied from 0.3 to 0.6, the ratio of *Wx1* to *wx1* germinated pollen from each floret did not significantly differ from 1 (*p* = 0.64, one-sample *t*-test; see S3B Fig). These data indicate that the *rmr12* mutations transmission biases are not due to meiotic errors, grain filling defects or failed pollen germination.

**Table 5:** Frequency of I_2_-KI stained pollen types from *Rmr12 wx1 / rmr12-3 Wx1* individuals.

Progeny ID	Individual	Blue pollen	Red pollen	Red frequency	*p* value (χ^*2*^)
160372	17-62-5	945	873	0.48	0.23
160372	17-62-8	477	447	0.52	0.49
Total		1392	1350	0.51	0.57

We next evaluated paternal *rmr12* allele transmissions via their linkage to *colored aleurone1* (*c1*), a locus required for kernel pigmentation [50,51] located approximately 30 cM from *wx1* [52,53]. We crossed *Rmr12 c1 / rmr12-4 C1* males to recessive *c1* testers and recorded both the frequency and distribution of colored kernels on each testcross cob. Because the mean frequency of colored kernels from all cobs (0.43) was significantly less than the expected 0.50 (*p* = 6.34e-07, one-sample *t*-test) (Table 6), we concluded that *C1* transmission reflects that of *rmr12-4*. Furthermore, because there was no indication of aborted ovules (see S2B Fig), the transmission bias appeared to occur prior to fertilization. To test whether the bias was possibly due to differential pollen tube growth, we compared *C1* transmission in the apical half of the cob to that in the basal half (Table 6) where pollen tubes would be longer. Colored kernel mean frequencies, 0.44 (apical) vs 0.42 (basal), did not differ (*p* = 0.22, two-sample *t*-test) indicating that the allele transmission bias is not due to obvious pollen tube growth competitions. Pollen tube lengths of *in vitro* germinated pollen from 8 *Rmr12 wx1* / *rmr12-4 Wx1* florets were also no different between the two stained types (*p* = 0.27, two-sample *t*-test; see S3C Fig). From these results, we conclude that *rmr12* mutant pollen grains are not compromised in viability, germination, or pollen tube growth but have an unknown and incompletely penetrant male gametophyte defect.

**Table 6:** Cob position of testcrosses kernel phenotypes representing transmission of *rmr12-4* linked *c1* alleles.

	Basal half			Apical half			Total			
Progeny ID	C1	c1	Freq.	C1	c1	Freq.	C1	c1	Freq.	*p* value (χ^2^)
170107	73	90	0.45	68	99	0.41	141	189	0.42	0.06
170118	67	73	0.48	66	84	0.44	133	157	0.46	0.32
170122	63	86	0.42	56	72	0.43	119	158	0.43	0.10
170124	57	86	0.40	42	44	0.49	99	130	0.43	0.15
170131	56	84	0.40	50	54	0.48	106	138	0.43	0.15
170134	91	100	0.48	63	74	0.46	154	174	0.47	0.43
170323	100	193	0.34	97	121	0.44	197	314	0.39	0.0002
170324	59	74	0.44	58	82	0.41	117	156	0.43	0.09
170782	29	51	0.36	45	64	0.44	74	115	0.39	0.03
Total	595	837	0.42	545	694	0.44	1140	1531	0.43	4.2e-8

### The *rmr12* locus encodes a CHD3 protein

To better understand the link between development, gametophyte function and *Pl1-Rhoades* repression, we identified the molecular nature of *rmr12* using positional information and sequence analysis. A BC_3_F_2_ mapping population was developed between the mutagenized A619 and recurrent A632 parental lines and, because *wx1* and *c1* linkages confirmed a *9S* position, *rmr12-3* mutants were genotyped with polymorphic *9S* molecular markers (Table 7). This analysis narrowed the lesion to a 4Mb interval having 109 gene models (see Methods and S5 Table), none of which encode obvious RdDM-related proteins. One model, however, encodes a chromatin-related protein, a putative member of the homeodomain-like transcription factor superfamily (Zm00001d045109, *chr113*) composed of a plant homeodomain zinc-finger (PHD), tandem chromodomains, bipartite SNF2-type helicase, and two conserved domains of unknown function (DUF 1086 and 1087) diagnostic of chromodomain helicase DNA-binding 3 (CHD3) proteins [54].

**Table 7:** Recombination-based mapping of *rmr12-3* from F_2_ mutants.

Molecular Marker			No. individuals with specified genotype			
ID	Type	Chr *9* location^a^	A619 / A619	Heterozygotes	A632 / A632	% A619
9_12.38	CAPS	12,377,322	66	2	0	99%
9_16.47	dCAPS	16,471,870	25	9	1	84%
umc1586	SSR	25,251,065	16	16	3	69%
umc2128	SSR	25,743,586	4	4	1	67%
9_50.02	CAPS	50,997,919	6	5	1	71%
9_61.09	dCAPS	70,090,283	15	13	3	69%
9_87.31	CAPS	89,637,894	7	5	3	63%
umc1267	SSR	105,956,029	0	0	20	0%

^**a**^B73 AGPv4 genome

*rmr12-3* mutant cDNA sequence (see S4 and S5 Figs) revealed a transition-type mutation in Zm00001d045109 (Fig 2A) that eliminated a canonical intron splice acceptor site and identified 67nt of retained intron sequence unique from the 37 transcript isoforms predicted in the B73 AGPv4 transcriptome [55]. All tested *rmr12-3* mutants (*n* = 33) were homozygous for this mutation as identified with a dCAPS marker. This retained intron isoform encodes nine additional amino acids and a premature stop codon (Fig 2B; see S5 and S6 Figs). Sequences of tiled amplicons spanning the longest Zm00001d045109 transcript isoforms in all *rmr12-1*, *rmr12-2*, *rmr12-3*, and *rmr12-4* mutant and non-mutant cDNAs supported Zm00001d045109_T004 as a predominant transcript and identified additional unique transition mutations (Fig 2A; see S5 Fig). A G to A missense in *rmr12-1* changes glycine 308 to aspartic acid, and independent nonsense mutations were found in *rmr12-2* and *rmr12-4* (Fig 2B; see S5 and S6 Figs). Because of the *rmr12-4*-associated mutation, any translated protein would lack both DUF domains that in CHD3 proteins may bind DNA [56]. The G308D—occurring within an invariant GK(T/S) sequence of motif I where the adjacent lysine coordinates either a gamma or beta ATP phosphate in all SNF2-type ATPases [57]—would negatively affect ATP-binding, and any *rmr12-2*-encoded protein would lack all but the PHD and chromodomains (see S6 Fig). These coincident and disruptive lesions found in the defined *9S* interval of plants homozygous for each of the four *rmr12* mutant alleles strongly indicates that the *rmr12* locus consists of a gene (Zm00001d045109) encoding a CHD3 protein, a subgroup of CHD proteins with known roles in transcriptional regulation [58].

**Fig 2:**
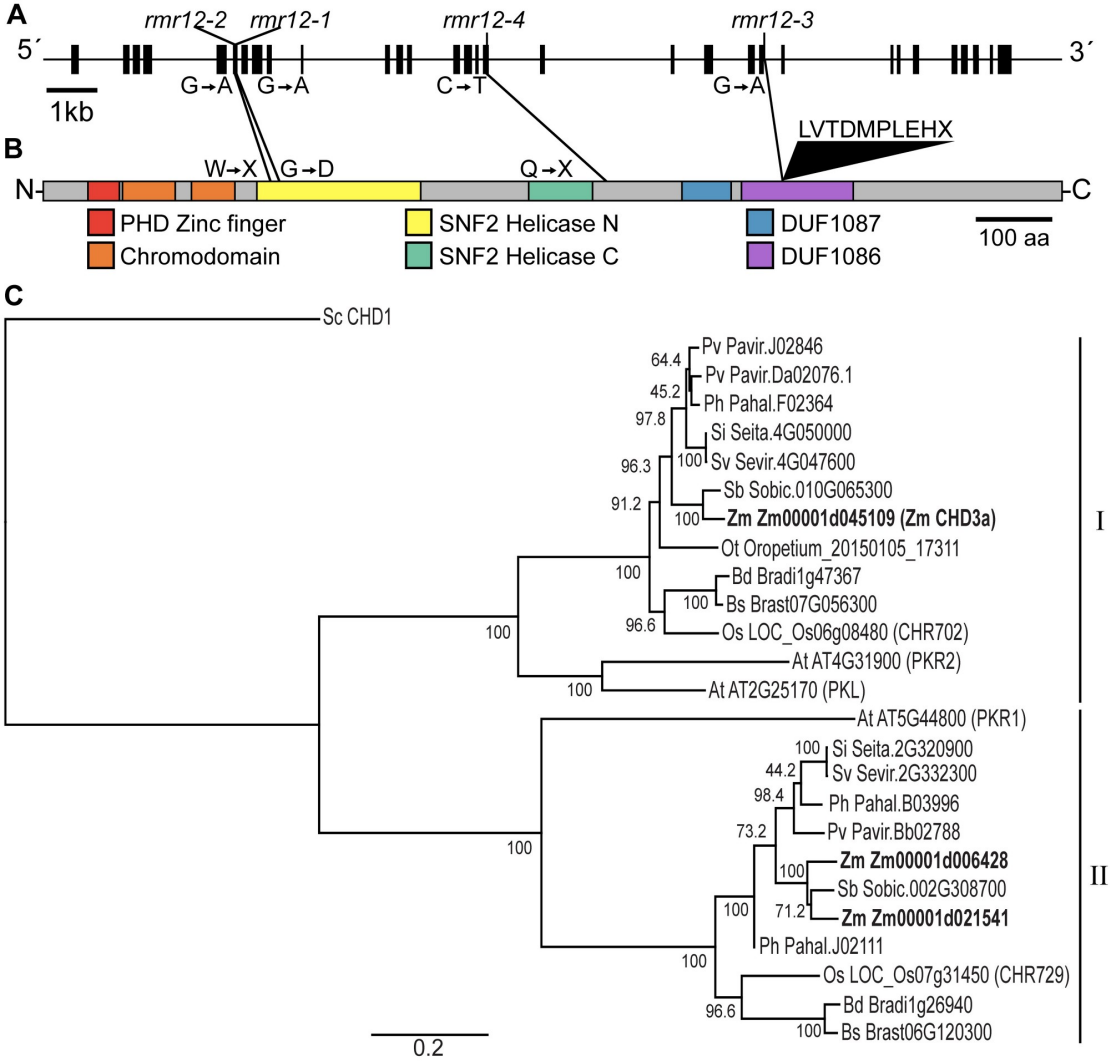
*rmr12* mutations disrupt a CHD3-encoding gene model. **(A)** Maize gene model Zm00001d045109 highlighting transition mutations found in cDNA sequences from *rmr12-1*, *rmr12-2*, *rmr12-3*, and *rmr12-4* mutants. **(B)** Predicted protein model highlighting domains diagnostic of CHD3 proteins and missense, nonsense (X), and insertion lesions corresponding to the respective transition mutations in **(A)**. **(C)** Maximum likelihood tree produced from alignment of full-length maize (Zm) CHD3 protein sequences with CHD3 proteins from Arabidopsis (At) and grasses including *Brachypodium distachyon* (Bd), *Brachypodium stacei* (Bs), *Oropetium thomaeum* (Ot), rice (Os), *Panicum hallii* (Ph), *Panicum virgatum* (Pv), *Setaria italica* (Si), *Setaria viridis* (Sv), and *Sorghum bicolor* (Sb) identifies two clades (I and II). The tree is anchored with *Saccharomyces cerevisiae* (Sc) CHD1. Branch lengths depict substitutions per site.

A tBLASTn analysis of the B73 AGPv4 genome provided no evidence of a Zm00001d045109 duplicate but did identify closely related gene models (Zm00001d006428 and Zm00001d021541) in syntenic *2L* and *7L* regions. RNA-seq reads from all three *chd3* genes are detected in each of 23 developmental and reproductive tissues including pollen [59] though Zm00001d045109 reads are most abundant (5–10 fold greater) in all datasets. A phylogenetic comparison of plant proteins having the DUF 1087 region, the most exclusive and conserved feature within the CHD3 clade, shows that, similar to eudicots and other grasses [60,61], maize has two distinct CHD3 subfamilies (Fig 2C). Each surveyed species has at least one subfamily I member homologous to the Zm00001d045109-encoded CHD3 that clades most closely with Arabidopsis PKL, whereas the other maize CHD3 proteins belong to the Arabidopsis PICKLE RELATED 1 (PKR1) clade II and appear to have arisen through a maize-specific whole genome duplication [62]. Zm00001d045109 is hereafter referred to as *chd3a*.

### *Rmr12* is required for normal development

In addition to *pkl* mutants developing pickle-like root structures [63], they have reduced plant height [64], delayed vegetative phase change [65] and flowering [64], and reduced floral structures with aborted ovules [66]. These defects are similar to those displayed in *rmr12* mutants (Fig 1) consistent with *pkl* and *rmr12* providing orthologous functions. In contrast, many *rmr12* mutant developmental defects appear distinct from those of *rpd1* mutants [12]. These observations motivated a more detailed analysis to better define these similarities and differences. Quantifying days to flowering (DTF) and plant heights of independent F_2_ progenies segregating *rmr12-1*, *rmr12-2*, or *rmr12-3* homozygotes (Fig 3A and 3B), we found all mutants flowered significantly later with a mean increase of 23.4 days (+/- 2.8 s.e.m., *p* = 0.0009, 5.04e-6, and 9.00e-12, two-sample *t*-test) and were shorter, on average 0.39 times the non-mutant sibling heights (+/- 0.06 s.e.m., *p* = 9.86e-6, 3.89e-6, and 5.07e-22, two-sample *t*-test). We conclude, therefore, that *Rmr12* governs fundamental processes affecting plant growth.

**Fig 3:**
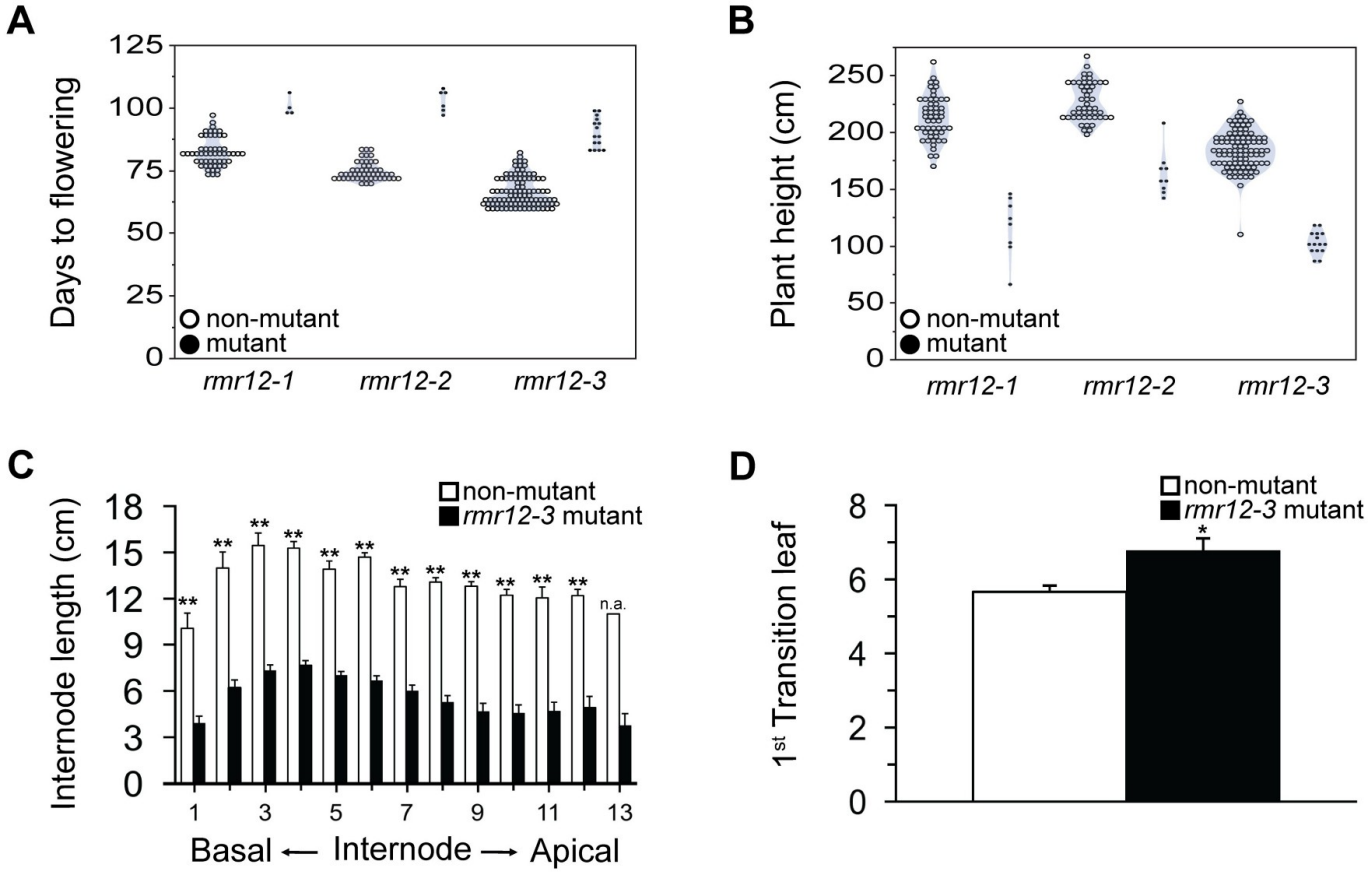
Developmental profiles of *rmr12* mutant and non-mutant F_2_ siblings. **(A)** Days to flowering for individual progenies segregating homozygotes for *rmr12-1* (mutant n = 4, non-mutant n = 53, *p* = 0.0009), *rmr12-2* (mutant n = 6, non-mutant n = 50, *p* = 5.04e-6), or *rmr12*-3 (mutant n = 15, non-mutant n = 98, *p* = 9.00e-12). **(B)** Plant heights at flowering for progenies described in **(A)**, *rmr12-1* (mutant n = 8, non-mutant n = 54, *p* = 9.86e-6), *rmr12-2* (mutant n = 9, non-mutant n = 50, *p* = 3.89e-6), or *rmr12-3* (mutant n = 15, non-mutant n = 98, *p* = 5.07e-22). **(C)** Mean internode lengths (±s.e.m.) for one progeny segregating *rmr12-3* homozygotes (mutant n = 12, non-mutant n = 12). ** *p*<0.001, n.a. = not available (single value). **(D)** Mean first leaf (±s.e.m.) with adult-type leaf waxes for 9 *rmr12-3* mutants and 9 non-mutants from a single progeny. * *p* = 0.01.

Because the *rpd1* mutant dwarf stature is exclusively due to reduced adult-phase internode lengths [12], we compared F_2_ *rmr12-3* mutant and non-mutant sibling internode lengths at flowering. Although average mutant leaf number was greater than that of non-mutant siblings (12.7 versus 11.3 respectively; *p* = 0.003, two-sample *t*-test), all internode lengths, including those of the juvenile-phase, were significantly shorter (Fig 3C). Because the *rpd1* mutant juvenile to adult phase transition is also delayed [12], we compared the average first leaf displaying adult leaf waxes (see Methods) between F_2_ *rmr12-3* mutants and non-mutant siblings. Similar to *rpd1* mutants, the *rmr12-3* mutant transition was delayed by 1.1 leaves (leaf 5.7 vs leaf 6.8, *p* = 0.01, two-sample *t*-test) (Fig 3D).

Abaxial surfaces of *rpd1* mutant leaves can have adaxialized regions and occasionally exhibit ectopic outgrowths [12,13] but are generally indistinct from non-mutant leaves. In contrast, all *rmr12* mutant leaves are upright (Fig 1A and 1B) like *liguleless* mutants [67,68], adaxially-curled (Fig 1B) like Arabidopsis polycomb-group mutants [69], and have a textured/wrinkled epidermis (Fig 1C; see S1 Fig) similar to *crinkly4* mutants [70] and an RNAi knockdown of the maize BRASSINOSTEROID INSENSITIVE 1 ortholog (Zm-*bri1*) [71]. Leaf shape was also distinct. Among two independent progenies, mutant leaf 6 was no longer (*p* = 0.088, two-sample *t*-test), but clearly narrower (*p* = 5.07e-16, two-sample *t*-test), than the same leaf from non-mutant siblings (Fig 4A and 4B). Among three additional progenies evaluated, *rmr12* mutants had fewer lateral veins, (17.2 versus 20.8 respectively, *p* = 0.005, two-sample *t*-test) at the leaf 10 midpoint (Fig 4C).

**Fig 4:**
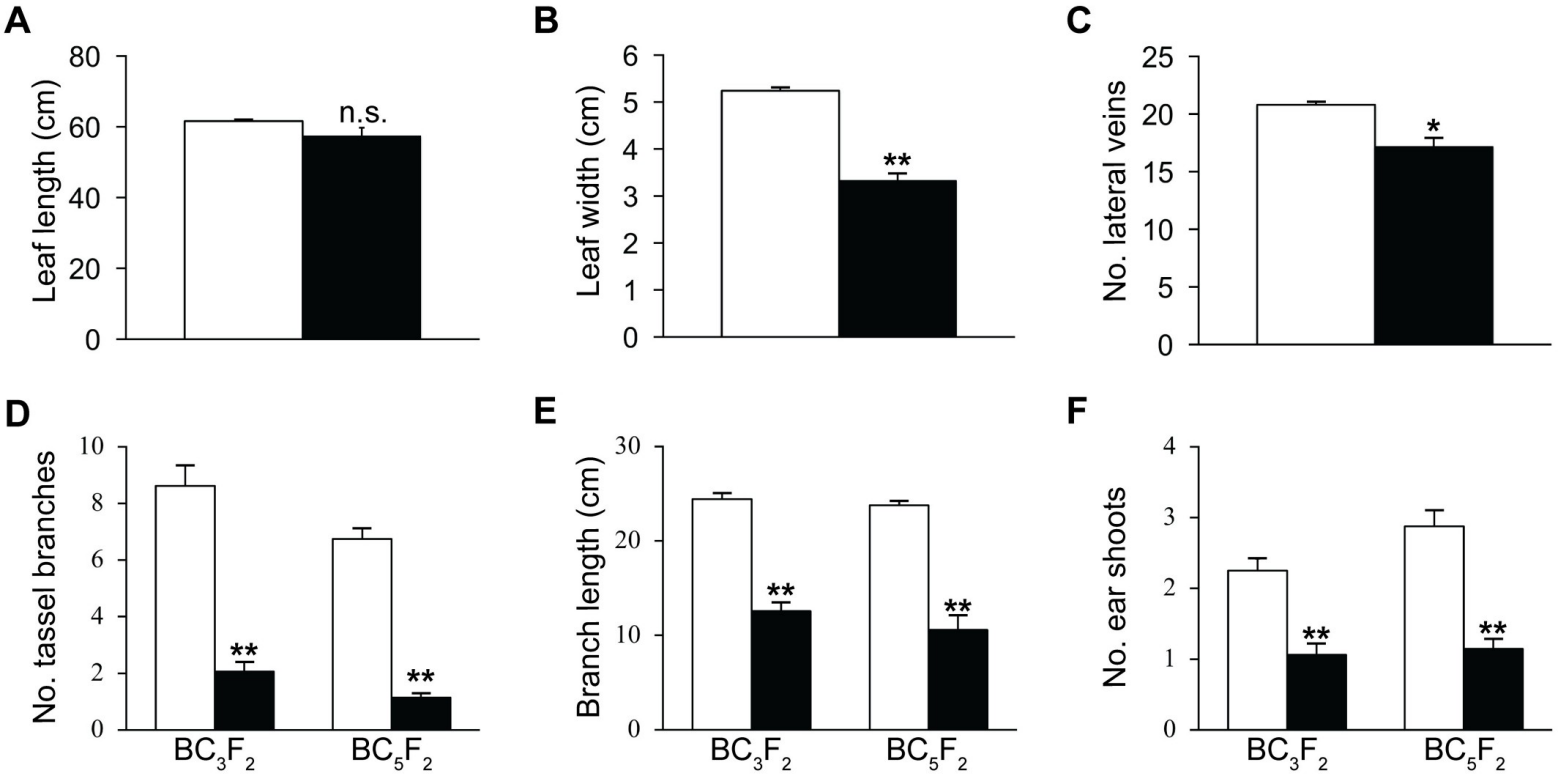
Morphometrics of *rmr12-3* mutant and non-mutant F_2_ siblings. Mean (±s.e.m.) of leaf 6 length **(A)** and width **(B)** of individuals from two progenies at flowering (mutant n = 38, non-mutant n = 236). **(C)** Mean number (±s.e.m.) of lateral veins at the midpoint of leaf 10 in 7-week-old plants from three progenies (mutants n = 6, non-mutants n = 10). **(D)** Mean tassel branch number (±s.e.m.) of individuals from eight progenies within the A632 background. BC_3_F_2_ (mutant n = 17, non-mutant n = 16). BC_5_F_2_ (mutant n = 7, non-mutant n = 8). **(E)** Mean primary tassel branch length (±s.e.m.) of individuals described in **(D)**. **(F)** Mean number of ear shoots (±s.e.m.) at flowering of individuals described in **(D)**. **(A)** to **(F)** solid bars: mutant, open bars: non-mutant. n.s. = not significant (*p*>0.05), * *p*<0.05, ** *p*<0.001.

*rpd1* mutant tassels are often feminized and always have a relatively compact architecture with short internodes between more acutely upright-angled secondary spikes [12] but male flowers extrude anthers that shed pollen normally. Although secondary spikes are similarly upright, *rmr12* mutant tassels rarely exhibit feminization, are severely reduced in both secondary spike numbers and primary spike lengths (1.8 vs 8 secondary spikes *p* = 2.07e-12, and 12 cm vs 24 cm primary spike length *p* = 9.5e-16, two-sample *t*-test for both) (Fig 4D and 4E), and the rarely-extruded anthers often fail to shed pollen. Manually extracted pollen appear visibly normal, however, and the progeny generated from mutant males indicates that at least some of their pollen is fertile (Fig 1E, Table 4; see S2 Table).

Cobs borne on *rpd1* mutants are smaller with heterogeneously sized kernels set in disorganized rows diagnostic of ovule abortions [12]. Similar, yet far more extreme, defects are seen in *rmr12* mutants with grain set being rare. Grain yields varied on mutant cobs with virtually none set in twelve successive Albany, CA summer nurseries compared with occasional sets on materials grown in Columbus, OH (Fig 1E). Fewer ear shoots were produced per plant (mean 1.1 vs. 2.5 ears *p* = 4.69e-9, two-sample *t*-test) in the eight F_2_ progenies examined (Fig 4F).

Overall, these *rmr12* mutant phenotypes are mostly distinct from those of *rpd1* mutants and instead mirror nearly all the known defects diagnostic of *pkl* loss-of-function mutants. As potential exceptions, some phenotypes including pickle-like root bulges on seedling roots and effects on light-dependent cotyledon opening [72,73] have not been adequately evaluated. Based on these apparent functional orthologies, molecular mapping data, sequence analyses, and phylogenetic relationships, we conclude that the *rmr12* locus encodes the maize PKL ortholog, hereafter referred to as CHD3a.

### CHD3a influences 24nt RNA biogenesis patterns

Because all known MOP and RMR proteins also maintain normal 24nt RNA levels [6,13,17,18,43–45,74], we compared PAGE-separated ethidium bromide-stained sRNAs isolated from sibling *rmr12-4 / rmr12-4* and *Rmr12 / rmr12-4* eight-day post-imbibition seedlings (see S7 Fig). Although similar comparisons clearly identify both RPD1- and RPD2a-dependencies [17], 24nt RNA levels appear undiminished in *rmr12-4* mutants.

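Small RNAs (sRNAs) were sequenced from 2 *Rmr12 / Rmr12* and 3 *rmr12-3 / rmr12-3* sibling seedlings at 8 days post imbibition, with 1 seedling per library. The *rmr12-3* allele was induced in pollen of the inbred line A619 and introgressed into the inbred line A632, while the reads were aligned to the genome of another inbred line, B73. The authors kept reads of 18 to 30nt, aligned them to AGPv4 without mismatches, discarded reads that mapped to several places and called clusters once on the pooled reads of the 5 libraries. ShortStack joins nearby aligned reads into a cluster and gives the cluster a size call, the read length that predominates in it, or no size call. In every cluster without a size call, at least 20.08% of the pooled reads were shorter than 20nt or longer than 24nt. The deposited values are counts of uniquely-mapped reads per cluster and library, without normalization. These counts summed to 9957558 reads in *Rmr12* replicate 1 and 3202010 reads in *Rmr12* replicate 2. They summed to 4932080, 3394373 and 5346217 reads in *rmr12-3* replicates 1, 2 and 3. By library, 79.2 to 82.5% of the uniquely-mapped reads listed in the paper's S1 File lay in clusters, and the values given here rest on the cluster counts. *Rmr12* replicate 1 alone held 37.1% of all cluster reads and so weighed most in which regions reached the pooled minimum for a cluster. Libraries of one genotype differed by more than sampling noise (chi-square per degree of freedom of 3.00 to 4.35 over the 24nt clusters), so each counted as a separate replicate. Counts in 24nt clusters were normalized by edgeR's TMM method and compared with its quasi-likelihood test, with Benjamini-Hochberg adjustment over all 24nt clusters. As in the paper, clusters with an absolute log2 fold change of at least 1 and an adjusted p under 0.05 were counted as differential. TMM sets the typical 24nt cluster to no change, so a shift common to all 24nt clusters would not appear in the fold changes. Percentages and ratios per library were compared with two-sided exact permutation tests, in which the smaller one-sided p was doubled. With 2 libraries against 3 there are 10 possible splits. With this doubling the smallest p the design allows is 0.2, so these tests could not reach 0.05.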

To more precisely compare 24nt RNA profiles, we analyzed sRNA libraries from eight-day post imbibition seedlings homozygous for either *Rmr12* or *rmr12-3* (two non-mutant and three mutant libraries) by mapping the reads to the B73 reference genome AGPv4 [55] using ShortStack [75]. Comparing relative percentages of all mapped 18-30nt reads, we found no significant differences in 24nt read abundances between *rmr12-3* mutants and their non-mutant siblings (Fig 5A, *p* = 0.13, two-sample *t*-test). When percentages are normalized to the next most abundant size class (22nt), 24nt levels appear identical (Fig 5B). Additionally, both total and normalized 24nt read percentages are nearly identical for uniquely-mapped reads (Fig 5C and 5D) indicating CHD3a is not required for genome-wide 24nt RNA biogenesis. 

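Among uniquely-mapped reads in clusters, 24nt clusters held 73.1% of the reads of *Rmr12* replicate 1 and 78.7% of those of *Rmr12* replicate 2. In *rmr12-3* replicates 1, 2 and 3 they held 80.0%, 78.7% and 78.8%. The mean was 75.91% ± 3.91 (SD, n = 2) in non-mutants and 79.15% ± 0.73 (SD, n = 3) in mutants, a difference within the spread of the non-mutant libraries (two-sided exact permutation test, p = 0.4). This difference of 3.24 percentage points moved most with the *Rmr12* libraries: it was 0.467 points without *Rmr12* replicate 1 and 6.00 points without *Rmr12* replicate 2. It was 2.51 points when clusters were weighed by their pooled share of 24nt reads and 3.22 points without the 10 clusters with the most reads. Under both settings every mutant library lay above both non-mutant libraries (exact permutation test, p = 0.2, the smallest p the design allows). Among clusters with at least 4 times the pooled minimum of reads the difference was 3.01 points, and the genotypes did not separate (exact permutation test, p = 0.6). Clusters called 22nt held 9.41% ± 2.82 (SD, n = 2) of non-mutant reads and 9.15% ± 0.68 (SD, n = 3) of mutant reads. The ratio of reads in 24nt clusters to reads in 22nt clusters was 8.51 ± 2.97 (SD, n = 2) in non-mutants and 8.68 ± 0.64 (SD, n = 3) in mutants (exact permutation test, p = 1). The *Rmr12* libraries, with ratios of 6.42 and 10.6, lay on either side of all mutant libraries, which ranged from 8.07 to 9.34. The sign of the difference in ratio therefore depended on single libraries: it was -1.93 without *Rmr12* replicate 1 and 2.26 without *Rmr12* replicate 2. Whole clusters are assigned to a size call here, so these percentages are not those of single reads. By the paper's S1 File, 24nt reads made up 63.0% ± 1.36 (SD, n = 2) of all uniquely-mapped reads in non-mutants and 66.0% ± 0.90 (SD, n = 3) in mutants. Every mutant library exceeded both non-mutant libraries by that measure (exact permutation test, p = 0.2, the smallest p the design allows). Clusters without a size call held 8.86% ± 0.37 (SD, n = 2) of non-mutant and 6.32% ± 1.02 (SD, n = 3) of mutant reads, with both non-mutant libraries above all mutant libraries (exact permutation test, p = 0.2).

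**Figure D1:**
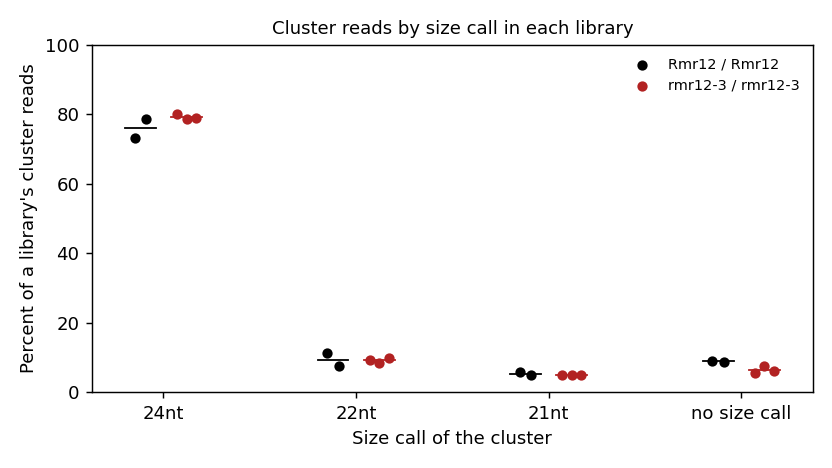
Percent of each library's cluster reads (vertical axis) that lie in clusters called 24nt, 22nt, 21nt or without a size call (horizontal axis). Each point is 1 library, black for *Rmr12 / Rmr12* (n = 2) and red for *rmr12-3 / rmr12-3* (n = 3), and short lines mark group means. The 24nt points span 73.1 to 80.0%.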

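The 24nt clusters accounted for 92.9% of all clusters and 76.9% of the reads in clusters. They had a median length of 442 bp and covered 26023 kb of AGPv4 in all. The median 24nt cluster held 235 reads pooled over the 5 libraries, with quartiles of 142 and 438, and 80.9% of the reads in these clusters were 24nt long. A 24nt cluster had a median count of 79 in *Rmr12* replicate 1 but 28 in *Rmr12* replicate 2, and 46, 31 and 48 in *rmr12-3* replicates 1, 2 and 3, so precision for the typical cluster was lowest in *Rmr12* replicate 2. The remaining 4222 clusters comprised 2480 without a size call, 1154 called 22nt, 489 called 21nt, 73 called 23nt and 26 called 20nt.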

Of 59,127 sRNA genome clusters called on uniquely-mapped reads, 54,905 were predominantly 24nt. By DESeq2 analysis (see Methods), 14,656 (27%) of these 24nt clusters had differential read abundances of ≥2 fold change and *padj* (FDR) <0.05, with 7,848 increased and 6,808 decreased (see S6 Table), indicating that CHD3a influences where 24nt RNAs are produced.

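With edgeR's quasi-likelihood test, 16598 of the 24nt clusters (30.2%) were differential between *rmr12-3* mutants and non-mutant siblings, of which 8856 (53.4%) were higher and 7742 lower in mutants. The median absolute log2 fold change of these clusters was 1.63, and 5110 changed at least 4-fold by their fitted values, 3022 higher and 2088 lower. In 99.1% of the differential clusters all mutant libraries lay on the same side of both non-mutant libraries, as they did in 60.3% of all 24nt clusters. By chance, 20% of clusters would separate in this way. The count of differential clusters moved most when only clusters with at least 4 times the pooled minimum of reads were tested, to 4760 of 17380. The balance of directions depended on the scaling: with the clean read totals of the paper's S1 File as library sizes, the median log2 fold change of all 24nt clusters shifted to 0.459 and 80.1% of 18533 differential clusters were higher in mutants. Among clusters higher in mutants, Cluster_1645 (chromosome 1, 49393366 to 49394106) had the smallest p-value. It had a TMM-normalized abundance of 187 ± 7.63 CPM (SD, n = 3) in mutants and 7.69 ± 0.565 (SD, n = 2) in non-mutants, a log2 fold change of 4.62 (standard error 0.187, adjusted p = 1.69e-11, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Next by p-value, Cluster_49209 (chromosome 9, 10916222 to 10917237), which lies 2.18 Mb from *rmr12*, had 91.2 ± 11.4 CPM (SD, n = 3) in mutants and 1.57 ± 0.637 (SD, n = 2) in non-mutants. Its log2 fold change was 6.02 (standard error 0.300, adjusted p = 2.83e-10 from the same test). Cluster_51792 on chromosome 9 (139360709 to 139361270), Cluster_33237 on chromosome 5 (207630465 to 207630855) and Cluster_36313 on chromosome 6 (99515012 to 99515356) followed, with log2 fold changes of 5.28 to 6.13. Among clusters lower in mutants, Cluster_49233 (chromosome 9, 11220904 to 11221382), 1.87 Mb from *rmr12*, had the smallest p-value. It had 1436 and 392 reads in the non-mutant libraries and 2, 1 and 1 reads in the mutant libraries, so its abundance was at least 211-fold lower in mutants when set against a floor of 3 reads (adjusted p = 2.22e-12, edgeR's quasi-likelihood test). Cluster_28617 (chromosome 5, 21891417 to 21892343) fell from 313 ± 19.7 CPM (SD, n = 2) to 17.9 ± 0.744 (SD, n = 3), a log2 fold change of -4.13 (standard error 0.146, adjusted p = 3.86e-12 from the same test). Cluster_1305 on chromosome 1 (39417020 to 39417245), Cluster_40089 on chromosome 7 (22371874 to 22372217) and Cluster_24124 on chromosome 4 (140453068 to 140453747) followed, with log2 fold changes of -7.23, -3.47 and -2.66. Each of these 10 clusters kept its direction without any single library. Cluster_49209 and Cluster_49233 lie near *rmr12*, where mutants are selected for the A619-derived allele, so linked A619 sequence could also account for their change. Differential clusters held 28.0 to 28.9% of the 24nt cluster reads in every library. By the direction in which they were called, those higher in mutants held 6.0 and 6.7% in the *Rmr12* libraries and 20.3 to 21.2% in the *rmr12-3* libraries. Those lower in mutants held 22.6 and 22.3% in the *Rmr12* libraries and 7.5 to 7.7% in the *rmr12-3* libraries. From the numbers of 24nt clusters that increased and decreased, the paper concludes that CHD3a affects where in the genome 24nt RNAs are made.

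**Figure D2:**
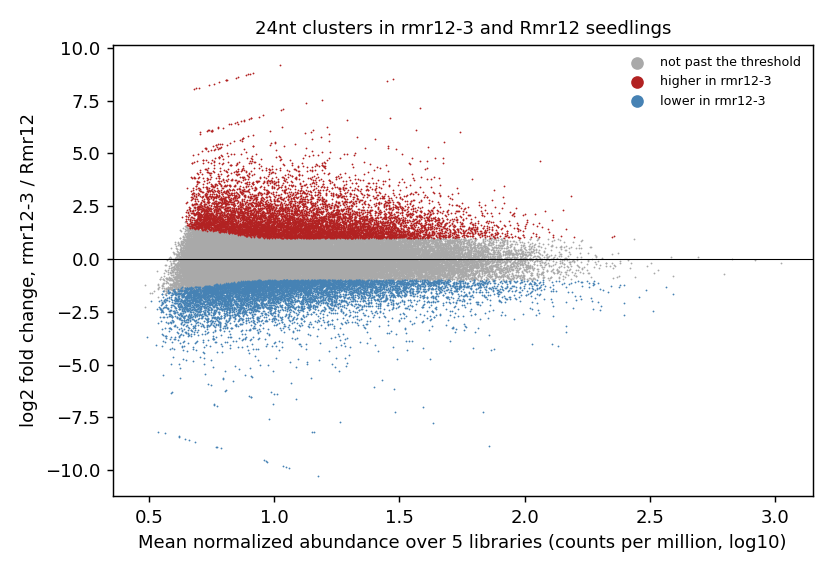
Log2 fold change of each 24nt cluster between *rmr12-3* mutants and non-mutants (vertical axis) against its mean abundance over the 5 libraries in CPM (horizontal axis, log10 values). Each point is 1 cluster; the 8856 red and 7742 blue points are clusters differential by edgeR's test, and gray points are the remaining 38307.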

**Fig 5:**
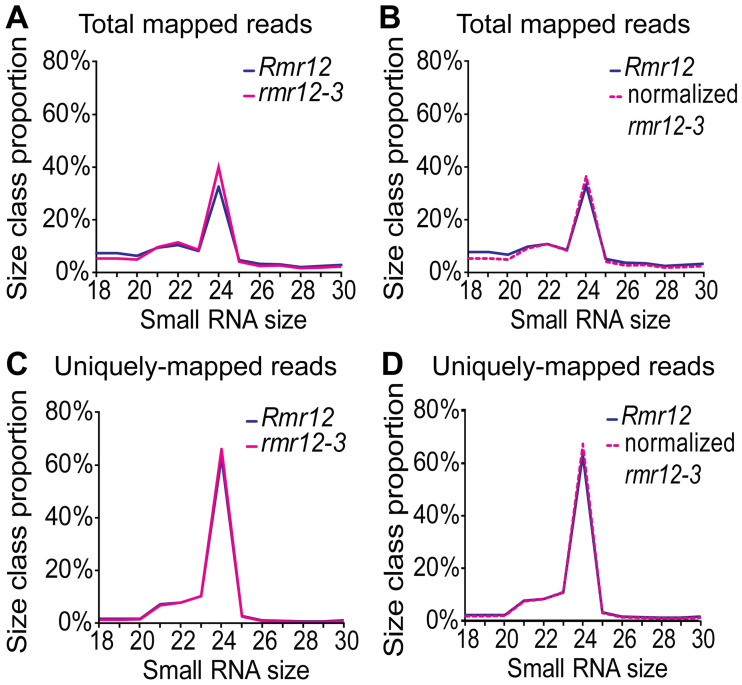
sRNA profiles in *rmr12-4* mutants. Size class distributions for all genome-mapped 18-30nt reads in *Rmr12 / Rmr12* and *rmr12-3 / rmr12-3* eight-day post imbibition seedlings **(A)** and normalized to 22nt RNA levels **(B)**. Distribution of uniquely-mapping 18-30nt reads **(C)** and normalized to 22nt RNA levels **(D)**.

Looking for possible *Pl1-Rhoades*-specific sRNAs, we aligned all 18-30nt reads which either mapped uniquely or did not map to the B73 genome to a 16kb lambda clone sequence containing the *Pl1-Rhoades* coding region (GenBank L19494) and upstream sequence using ShortStack. None of the seven clusters called across this sequence (see S7 Table; S8 Fig), had significant differences in normalized read counts (rpm) (see S8 Table). If CHD3a regulates *Pl1-Rhoades* through specific targeting of 24nt RNA production, this likely occurs 3´ of the existing *Pl1-Rhoades* haplotype sequence where previous recombination mapping identifies a *Pl1-Rhoades* enhancer and sequences conferring paramutagenic properties [7].

### CHD3a maintains repression of paramutant *Pl1-Rhoades*

The sRNA results led us to question whether the mutants’ increased pigmentation was specifically due to *Pl1-Rhoades* derepression or to a general increase in anthocyanin production independent of *pl1* function. To test this idea, we measured relative *Pl1-Rhoades* mRNA levels in *rmr12-3* mutant and non-mutant siblings by qRT-PCR and found on average 10 fold more *pl1* transcripts in *rmr12-3* mutants (Fig 6) supporting a role for CHD3a in maintaining either the transcriptional, post-transcriptional, or co-transcriptional repression of the *Pl´* state.

**Fig 6:**
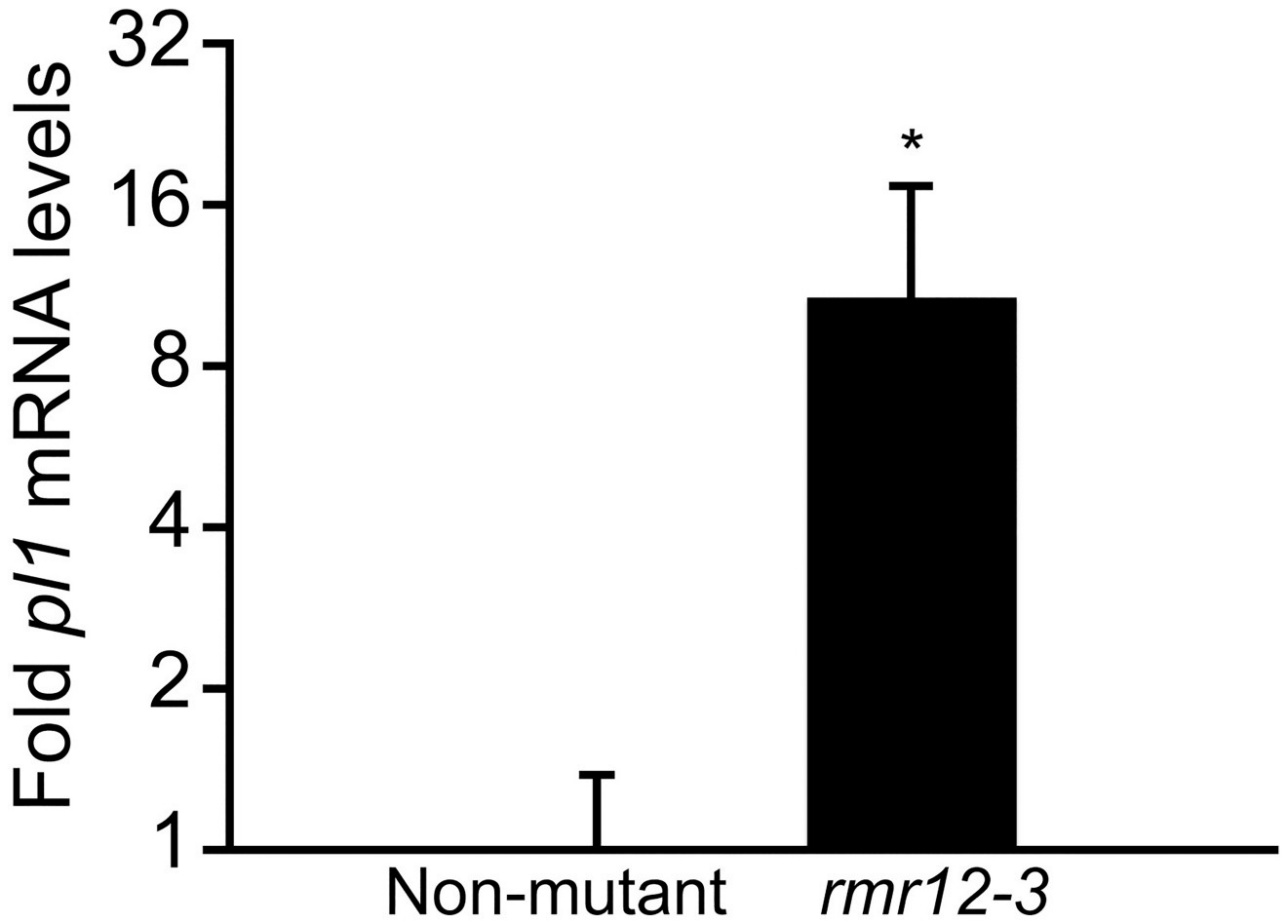
Relative *pl1* mRNA levels in *rmr12* mutants. Mean fold *pl1* mRNA expression (2^-ΔΔCt^) (±s.e.m) by qRT-PCR normalized to *gapdh* levels in biological triplicate non-mutant and *rmr12-3 / rmr12-3* eight-day post imbibition seedlings. * *p*<0.05.

To address whether or not the elevation of *Pl1-Rhoades* mRNA was by itself sufficient to account for increased pigment, we synthesized mutants homozygous for functional yet recessive *pl1* alleles and evaluated their anther pigment phenotypes. Among the twenty F_2_ *rmr12-1* mutants segregating both *pl1-B73* and *Pl1-Rhoades* in a *Pl´* state, four had lightly-colored or near-colorless anthers typical of *pl1-B73* homozygotes, six had no florets, and ten displayed darkly pigmented anthers indistinguishable from that conferred by *Pl1-Rhoades* in a *Pl-Rh* state (Table 8). Similarly, among the ten F_2_ *rmr12-2* mutants segregating *Pl´* and *pl1-A632*, three had lightly-colored or near-colorless anthers (Table 8). The presence of anther phenotypes typical of recessive *pl1* expression in *rmr12* mutant individuals indicates that CHD3a does not generally enhance pigment production and confirms that increased anther pigmentation in *rmr12* mutants occurs from *Pl´* derepression.

**Table 8:** Anther phenotypes of F_2_ mutants segregating recessive *pl1* alleles.

Progeny				No. mutants with given anther phenotypes		
ID	Allele	*pl1* allele	No. plants	No anthers	Light/colorless	Pl-Rh-like
013120	*rmr12-1*	*pl1-B73*	104	6^a^	4	10
013115	*rmr12-2*	*pl1-A632*	60	2^b^	3	5

^a^Plants had either no or barren tassels, or insect damaged florets.

^b^One plant with a dry tassel and one plant with a vestigial tassel.

We next asked whether *Pl1-Rhoades* alleles could change from *Pl´* to meiotically heritable *Pl-Rh* states in the absence of CHD3a function. Once *Pl1-Rhoades* changes from *Pl-Rh* to *Pl´* it is always sexually transmitted in a *Pl´* state [23], even in the absence of some proteins required to maintain *Pl´* repression, including RMR2 [43] and RPD2a [17]. *Pl´* can, however, heritably revert to *Pl-Rh* at various frequencies when either hemizygous [76,77], heterozygous with specific recessive *pl1* alleles [76,77], or in *rmr1* and *rpd1* mutants [13,16,40,43]. To test if similar reversions occur in the absence of CHD3a, we crossed *Pl´ / Pl´ rmr12* mutants by five distinct *Pl-Rh* / *Pl-Rh* testers and then evaluated the progeny anther color phenotypes. If *Pl´* heritably reverts to *Pl-Rh* in the absence of CHD3a function, then some or all testcross progeny plants would have darkly pigmented anthers. Three of twelve progenies representing three distinct *Pl-Rh* / *Pl-Rh* testers had individuals (11 total) with intermediate or Pl-Rh-like anther colors (Table 9). These data, while relatively few in number, indicate that CHD3a contributes to maintaining meiotically-heritable information both specifying *Pl1-Rhoades* repression and facilitating paramutation in the subsequent generation. It remains to be evaluated whether CHD3a is also required to mediate *pl1* paramutation. This evaluation will require combining *Pl-Rh* and *Pl´* states in an *rmr12* mutant and independently tracking the paramutation-inducing properties of each transmitted allele.

**Table 9:** Testcross *rmr12* / *rmr12*; *Pl´* / *Pl´* X *Rmr12* / *Rmr12*; *Pl-Rh* / *Pl-Rh* progeny phenotypes.

Progeny			No. individuals with given anther color scores		
ID	Allele	*Pl-Rh* Tester	1–4 (Pl´)	5–6 (intermediate)	7 (Pl-Rh)
180506	*rmr12-4*	A619	6	0	0
180713	*rmr12-4*	A619	10	0	0
180787	*rmr12-4*	A619	6	0	**3**
172611	*rmr12-3*	A632 *T*	1	0	0
172608	*rmr12-3*	B73 *T*	2	0	0
172613	*rmr12-3* / *rmr12-4*	B73 *T*	56	0	0
172618	*rmr12-3*	B73 *T*	26	0	0
172620	*rmr12-3*	B73 *T*	3	0	0
180788	*rmr12-4*	K55	8	0	0
180789	*rmr12-4*	K55	6	**1**	0
180790	*rmr12-4*	K55	3	0	0
172609	*rmr12-3*	W23	14	0	0
172612	*rmr12-3*	W23	6	0	0
172614	*rmr12-3*	W23	3	0	0
172615	*rmr12-3*	W23	4	0	0
172619	*rmr12-3*	W23	1	0	0
160777	*rmr12-4*	W23	0	**7**^a^	0
160778	*rmr12-4*	W23	9	0	0
Total			188	8	3

*T*: (*Pl1-Rh* carried on a *T6-9* interchange).

^**a**^Individual tassels had anther color scores ranging from 3–5.

Because not all *rmr* mutations similarly affect paramutant alleles at other loci [17,43], we tested whether CHD3a also maintained repression of paramutant *b1* alleles by synthesizing *rmr12* mutants carrying *B1-I* alleles of either repressed (*B´*) or fully expressed (*B-I*) states (see S1 Methods). In both *mop1* and *rpd1* mutants, the *B´* state is derepressed such that it conditions dark leaf sheath pigmentation indistinguishable from that conferred by *B-I* [16,19,39]. Leaf sheath colors of the *B´* and *B-I rmr12* mutants were, in contrast, dissimilar (Fig 7) indicating that CHD3a is not required to maintain the *B´* state. To test if CHD3a is nonetheless required to mediate *b1* paramutation, *B´* / *B-I*; *rmr12-4* / *rmr12-4* individuals were synthesized (see S1 Methods), and testcrossed by recessive *b1* testers. All 26 individuals from three testcross progenies displayed a B´-like phenotype (Table 10) indicating that CHD3a does not mediate *b1* paramutation. We conclude that CHD3a function acts to maintain locus-specific repression at *Pl1-Rhoades*.

**Fig 7:**
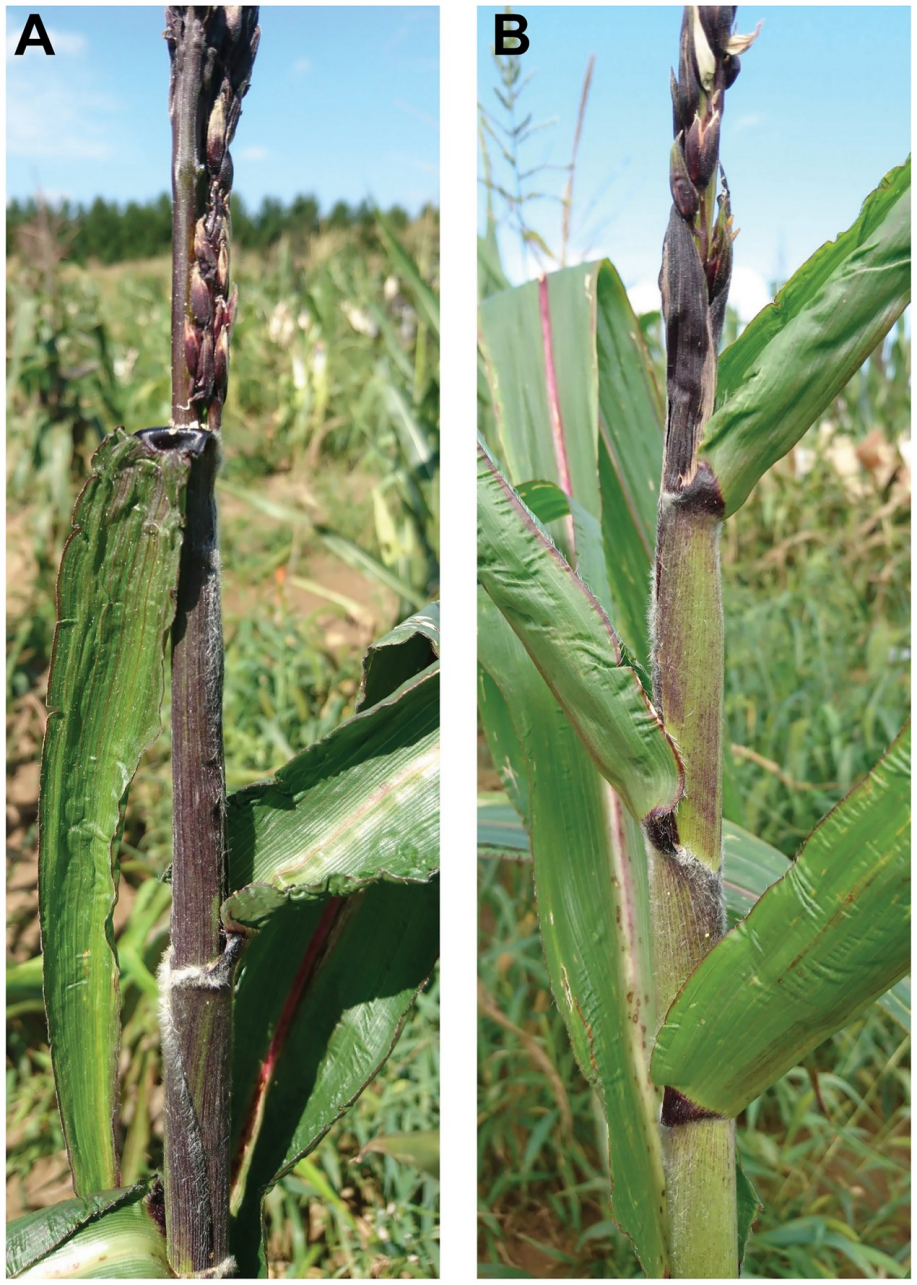
*rmr12* mutant *B1-I* phenotypes. *rmr12-4* mutants displaying *B-I* **(A)** and *B´* **(B)** states.

**Table 10:** Phenotypes of *rmr12-4 / rmr12-4; B´/ B-I* X *Rmr12 / Rmr12; b1 / b1* testcross progeny.

Progeny		No. Individuals having indicated phenotype	
ID	*b1* tester	B´-like	B-I-like
180787	A619	11	0
180788	K55	8	0
180789	K55	7	0
Total		26	0

## Discussion

CHD3a represents the first molecular component maintaining *Pl1-Rhoades* paramutations seemingly outside of an RdDM-type mechanism. Because CHD3a specifically maintains repression of *Pl1-Rhoades* but not *B1-I*, these results reaffirm that paramutation behaviors occurring at distinct loci can be mechanistically distinct [17,43]. Although the RPD1 and MOP1 requirement at multiple loci [16,39] support the involvement of an RdDM-like feed-forward loop reinforcing an RNAP II-repressive chromatin state [10], the initiation, and/or maintenance of such locus-specific regulatory loops might be differentially sensitive to the actions of other factors affecting allele-specific RNAP II transcriptional control.

Identification of *rmr12* as encoding a potential chromatin remodeling protein implicates the involvement of nucleosome alterations in maintaining paramutant states. In mammals, CHD3 proteins are complexed with HDACs and CpG- binding proteins [78] that facilitate transcriptional repression in hand with PRC2-mediated H3K27 methylation [79]. PKL, which might function as a monomer [80], also promotes H3K27me3 [81–84] and both positively and negatively affects mRNA levels of various H3K27me3-marked genes [81,82,84]. Despite these associations, it is unclear how PKL promotes H3K27me3 or whether it recognizes H3K27me3 *in vivo*, although the PHD domain from the rice CHD3, CHR729, has H3K27me3 affinity [60]. It is proposed that PKL promotes retention of H3K27me3-marked H2A.Z-containing nucleosomes through maturing prenucleosomes following transcription, an idea supported by the observation that PKL increases the size of DNase-resistant prenucleosome DNA fragments *in vitro* [84].

Based on the known biology of other CHD3 proteins and complexes [58,85], existing correlations between PKL function and H3K27me3 [81–84], and associations between mammalian CHD3 proteins, Histone Deacetylases (HDACs), and Polycomb Repressive Complex 2 (PRC2) [79], we envision a model in which CHD3a is required to maintain transcriptionally repressive (H3K27me3) nucleosomes that specify the *Pl´* state. Because CHD3 complexes can operate at transcriptional enhancers [85], one specific hypothesis is that CHD3a acts to continually repress RNAP II transcription at the *Pl1-Rhoades* 3´ enhancer—a feature co-mapping with sequences required for facilitating paramutation [7]—as a prerequisite for RNAP IV to compete for such templates [6,8]. It will be critical to identify these key regulatory sequences and evaluate their nucleosome, 24nt RNA, and nascent transcription profiles to test this idea.

The *Pl´* state is meiotically maintained by RNAP IV-dependent mechanisms [13,16], potentially involving 24nt RNAs and/or cytosine methylation. Because CHD3a always maintains the *Pl´* state in the soma but reverted *Pl-Rh* states are sometimes transmitted from *rmr12* mutants, it could be that other RNAP IV-dependent mechanisms deliver H3K27me3 marks to key regulatory sequences and maintain these at a certain level or location, but in the absence of CHD3a these H3K27me3 profiles are vulnerable to loss, resulting in occasional transmission of *Pl1-Rhoades* alleles that have reverted from *Pl´* to *Pl-Rh*. Transmission of derepressed *Pl1-Rhoades* alleles from *rmr12* mutants implies that a RNAP IV-dependent feature maintaining meiotic heritability must be, in part, stabilized by CHD3a function, and that feature must be capable of recruiting additional repression machinery including CHD3a in the next generation.

Although the roles of RPD1 and CHD3a in development are largely distinct, some shared mutant phenotypes, including juvenile to adult phase delays and dysregulation of *Pl1-Rhoades*, suggest certain alleles are co-dependent on CHD3a and RNAP IV actions. 

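Differential 24nt clusters were found along all 10 chromosomes in *rmr12-3* mutants, making up 28.9 to 32.0% of the 24nt clusters of each chromosome. Of the 10 Mb windows of AGPv4 with at least 50 24nt clusters, all 213 contained clusters changed in both directions. The share of differential clusters in these windows ran from 22.0 to 43.9% around a median of 30.3%. Their direction varied more: between 3.8 and 71.4% of the differential clusters in a window were higher in mutants. More than 20 Mb from *rmr12* or on other chromosomes, 16149 of 53600 clusters (30.1%) were differential. Within 10 Mb of *rmr12* on chromosome 9, where mutants are selected for the A619-derived allele, the share was 37.1% of 585 clusters (one-sided permutation test with 10000 random rotations of the calls along the genome, p = 0.0026), and under 7 of 8 alternatives permutation p was 0.0024 to 0.0058. Under the other, which tested only clusters with at least 10 reads in every library and so left out clusters absent from one genotype, it was 28.3% against 25.3% elsewhere (permutation p = 0.0891).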

The large-scale changes in 24nt RNA distributions observed in *rmr12-3* mutants indicate that CHD3a has a role in specifying where RNAP IV is recruited or functions. A similar relationship may also exist in Arabidopsis as PKL was found in a genetic screen as required to repress a luciferase (LUC) transgene driven by the *RD29A* promoter in a cytosine demethylase mutant (*ros1*) background [86], a screen that also identified several RdDM components [87]. Loss of *pkl* also resulted in genome-wide changes in both 24nt RNA and 5-methylcytosine (5mC) profiles but approximately half of all differentially methylated regions were hypermethylated [86] indicating that RdDM still occurs but in different locations. As the *pRD29A-LUC* silencing behaviors appear to share paramutation-like features [88], it is possible that RNAP IV and CHD3a co-repression is diagnostic of some paramutant alleles.

Although two *C*. *elegans* CHD3s, CHD-3 and LET-418, are required for gamete viability [89], CHD3’s roles in gamete transmission were previously unknown. CHD3a is one of only a few known proteins which when disrupted lead to male transmission ratio distortions. We found no reports in Arabidopsis that PKL-deficient gametophytes are similarly affected so it is possible that grasses have co-opted CHD3a for controlling pollen-specific genes. Our *C1* transmission and *in vitro* germination results are inconsistent with problems in CHD3a-deficient pollen tube germination or growth and thus imply impairment of either stigma recognition and/or penetration, chemotaxis, or sperm cell delivery in *rmr12* mutant gametophytes. Future pollen RNA-seq comparisons may identify the critical CHD3a targets and reveal the nature of this gametophyte dysfunction.

Maize represents a new model for understanding the role(s) of CHD3 proteins and their potential complexes. Its large physical size and abundance of staged monoecious reproductive tissues should be especially useful for understanding their functions in plant development. Investigating how CHD3a coordinates developmental phase changes as well as the phenotypic variation specified by RNAP IV and meiotically-heritable paramutations should help identify regulatory sequences of morphological significance. These sequences could be selected from existing germplasms or engineered to potentially breed adaptive or desirable traits. Identifying the genomic features that recruit CHD3a is an obvious next step in further defining the paramutation mechanism(s) and its relationship to the orderly changes in allele states occurring during development [35].

## Materials and methods

### Genetic materials and stock syntheses

Genetic nomenclature follows guidelines established for *Zea mays* and has been previously described [16]. All stocks contain functional alleles for all factors required for anthocyanin production in the anthers unless otherwise indicated. Hand pollinations were used for all stock syntheses. The *rmr12* mutants were mostly used as the female parent because of their reticent anther phenotypes. The two reference alleles (ems98738 and ems98924) and two additional alleles (ems063095 and ems143190) were isolated from ems-treated pollen as previously described in [40] and [41], respectively. See S1 Methods for descriptions of specific stock syntheses. Additional pedigree information is available on request.

### Phenotyping

All quantitative phenotyping was assessed on materials grown in Columbus, OH summer nurseries with the exception of the *rmr12-1* and *rmr12-2* height and flowering time measurements which occurred in Albany, CA summer nurseries. Transition leaves marking the juvenile to adult phase change were visually assessed. The first leaf with adult characteristics typically has dull edges (conferred by juvenile phase-specific cuticular waxes) and a glossy V-shaped section in the center. Because the transition leaf was difficult to identify in *rmr12-3* mutant plants, we used toluidine blue O staining [90] to distinguish juvenile and adult waxes. Visual assignment of *Pl1-Rhoades* expression utilized a previously described anther color score [33] where scores 1–4 represent *Pl´* states, 5–6 represent intermediate types, and 7 represents the fully expressed *Pl-Rh* reference state.

### Pollen function

Pollen viability was assayed by fluorescein diacetate (FDA) stain as previously described [91]. Viable pollen was quantified from images taken under blue light five minutes after fresh pollen was mixed with FDA solution. *In vitro* pollen germination was carried out by plating fresh pollen on solid 1X pollen germination media [92] containing 10% sucrose, 0.0005% boric acid, 10mM calcium chloride, 0.05mM potassium phosphate, 6% polyethylene glycol 4000, and 0.3% noble agar. After germinating for 40 minutes at room temperature, pollen was stained with iodine potassium-iodide solution (0.1% iodine, 1% potassium iodine), imaged, and germination frequencies and pollen tube lengths of *wx1* (red-brown) and *Wx1* (blue) types were quantified using the image analysis software, Fiji [93]. Because iodine potassium-iodide staining can cause pollen tubes to burst, *Wx1* pollen germination frequencies are reported relative to the germination frequency of *wx1* types for each sample rather than as raw frequencies.

### Statistics

The individual values used to generate means and graphs are available in the minimal data set (see S1 File). In cases where observed categorical variables were compared to expected frequencies, *p* values are based on chi-squared tests, and the chi-square values are given. Significance for comparing quantitative variables was based on two-sample *t*-tests assuming unequal variance (see S2 File).

### Recombination mapping and candidate gene analysis

A set of *rmr12-3* BC_3_F_2_ mutants was interrogated with molecular markers (see S9 Table for primer sequences and diagnostic enzymes) distinguishing parental A619 and A632 polymorphisms including simple satellite repeats (SSR) from the University of Missouri-Columbia (UMC) collection, newly designed cleaved amplified polymorphic sequences (CAPS), and derived CAPS (dCAPS), and the frequency of A619 alleles was recorded (Table 7). Results of individual mutants tested with each marker indicated single recombination events between *rmr12-3* and both 9_12.38 and 9_16.47 in opposite directions indicating the *rmr12* locus was between these markers. A dCAPS marker identified the *rmr12-3* mutation, and *rmr12-4* was genotyped with a CAPS marker (see S9 Table).

The composite sequences from PCR amplicons of cDNA from each *rmr12* allele (see S5 Fig) and translated proteins were aligned to Zm00001d045109_T004 and P004, respectively, using the Geneious alignment tool ([94]; version 6.1.8) with mRNA, CDS, and protein domains predicted by simple modular architecture research tool (SMART) [95] (see S5 and S6 Figs). GenBank accessions for *rmr12-A619*, *rmr12-1*, *rmr12-2*, *rmr12-3*, and *rmr12-4* complete coding sequences are MK875675-MK875679.

### sRNA analysis

Low molecular weight RNA isolated from pooled eight-day post imbibition seedlings using TRIzol reagent (Invitrogen) and purified by chloroform and 5:1 acid phenol:chloroform extractions was enriched from total RNA by precipitating the majority of the high molecular weight RNAs by centrifugation (13,200 rpm for 10 minutes at 4C) in 11.5% PEG-8000, 38% formamide, 58mM NaCl. Low molecular weight RNAs were separated on a polyacrylamide gel (15% acrylamide/bis-acrylamide (19,1), 8M urea, 22.5mM Tris, 22.5 mM boric acid, 0.5mM EDTA) and stained with ethidium bromide.

sRNA libraries were made from total RNA isolated from individual eight-day post imbibition F_2_ sibling seedlings homozygous for either *Rmr12* or *rmr12-3* using TRIzol reagent (Invitrogen) according to the manufacturer’s instructions. Libraries were prepared using the gel-free size selection method of the BIOO NEXTFLEX Small RNA-Seq Kit v3 (Perkin Elmer). A pool of three mutant and non-mutant single indexed libraries was sequenced (150bp paired-end) on a single HiSeq 4000 lane by Novogene Co. Ltd. One of the non-mutant replicates produced few reads (less than 20,000) and was excluded from further analysis. The *BBTools* (https://jgi.doe.gov/data-and-tools/bbtools/) function *bbduk* was used to trim adapter sequences, remove low-quality reads, and retain 18-30nt reads with options (ktrim=r k=18 mink=11 hdist=1 tp=4 ftl=4 minlen=18 maxlength=30). The combined five libraries produced 182 million high-quality sRNA read pairs (see S10 Table). Mate 1 representing sense reads from each library was aligned to the B73 reference genome AGPv4 [55] not allowing mismatches or multiply-mapping reads, and clusters were called using ShortStack [75] with options (--mismatches 0 --mmap n --nohp --pad 75 --mincov 91). Because the ShortStack default settings for these datasets would allow a cluster to have as few as 3.4 reads per library, we set a non-default minimum coverage of 91 reads across all libraries (representing 0.5 rpm) to avoid differential cluster calls on regions with questionable biological significance. 

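The share of differential 24nt clusters ranged from 24.3 to 34.2% between classes of reads pooled over the libraries. It was 29.3% of the 20616 clusters with 91 to 181 reads, 34.2% of the 16909 clusters with 182 to 363 reads and 29.0% of the next 11107 clusters, which had up to 727 reads. Of the 5455 clusters with 728 to 1817 reads, 24.3% were differential, and of the 818 clusters with 1821 reads or more, 26.7%. The direction of change differed among the most abundant clusters, since 19.3% of the differential clusters with 1821 reads or more were higher in mutants, against 52.8% of those with 91 to 181 reads. Because the minimum applies to the pooled reads, a cluster could be called from *Rmr12* reads alone, and the deepest library had 3.11 times the cluster reads of the shallowest.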

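Before any test, the libraries grouped by genotype. Across 24nt clusters, which are not independent replicates, log counts correlated at r = 0.86 between the *Rmr12* libraries and at 0.87 to 0.90 among the *rmr12-3* libraries, but at 0.52 to 0.54 between genotypes. The biological coefficient of variation within genotypes was 22.7%. DESeq2 with its default size factors called 14656 clusters at the same thresholds, 26.7% of those tested, and 14579 of them were also called by edgeR, all in the same direction.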

Counts from clusters defined as primarily 24nt by ShortStack were compared using DESeq2 [96], and those with log_2_ fold change ≥1 and *padj* (FDR) <0.05 were considered significant. These data are available through GEO (GSE158990).

To investigate sRNA clusters near *Pl1-Rhoades*, sRNA reads were first aligned to the B73 reference genome AGPv4 [55] using Bowtie (v0.12.8; options: -v 0 --best -m 1 -S) [97]. Multiply-mapping reads were excluded to ensure mapped sRNAs derived only from *Pl1-Rhoades* proximal sequences. Reads remaining unmapped or that mapped uniquely were subsequently aligned and clustered to the recently updated *Pl1-Rhoades* sequence from GenBank L19494 using ShortStack with the above parameters. The original L19494 sequence, representing the coding region and limited flanking sequences of a *Pl1-Rhoades*-containing lambda clone [98] was extended to include 11.6kb additional 5´ sequence with no gaps by sequencing lambda subclones and supplementing with a short genomic PCR amplicon as described [99,100]. Read counts for all seven clusters were converted to rpm 18-30nt clean reads, and differential expression was tested with 2-sample *t*-tests (see S8 Table).

### qRT-PCR analysis

Total RNA was isolated from the first and second leaf sheaths below the lowest leaf blade of fourteen-day post imbibition *Rmr12* and *rmr12-3* homozygous F_2_ siblings using TRizol reagent (Invitrogen) as specified by the manufacturer. Tissues from two seedlings were pooled per sample. Isolated RNA was treated with DNase I (Roche), and 500ng of RNA was reverse transcribed using Protoscript II (NEB) and oligo(dT) primers. The resulting cDNA was treated with RNase A/T1, and one twenty-fifth of the RT reaction was included in technical triplicate 20μl PCR reactions with SensiMix SYBR No ROX (Bioline). Data were generated using an Eppendorf Mastercycler EP Gradient S thermocycler, and cycle threshold (Ct) values were calculated using the noiseband option in Eppendorf Mastercycler EP Realplex V2.2 software. *pl1* transcripts were amplified with primers recognizing exon 1 (see S9 Table) and normalized to *gapdh* levels amplified using previously published primers [101] (see S9 Table).

### Phylogenetic analysis

The SMART-predicted DUF1087 amino acid sequence from Zm00001d045109_P008 was used as the BLASTp query for *A*. *thaliana* and the grasses included in Phytozome v12.1 (https://phytozome.jgi.doe.gov/pz/portal.html) [102] except that maize sequences were replaced with those from B73 AGPv4 [55] obtained from Gramene (http://ensembl.gramene.org/Zea_mays/Info/Index). For each protein match from B73 AGPv4, the predicted isoform encoding the longest amino acid sequence was included for analysis. Alternative isoforms were removed from Phytozome v12 matches, and Oropetium_20150105_13389 was also removed because it lacked all other CHD domains. The full-length amino acid sequences from all protein matches, and *S*. *cerevisiae* CHD1 from Uniprot, were aligned using the MUSCLE alignment tool in Geneious ([94]; version 6.1.8) (see S3 File), and a maximum likelihood tree was created with Phyml [103] using the JTT amino acid substitution model and NNI+SPR tree topology search operation with 1000 bootstrap iterations (see S4 File). The resulting tree was oriented to display *S*. *cerevisiae* CHD1 (a founding member of the CHD clade of SNF2-ATPases) as the root using Geneious ([94]; version 6.1.8).

## Supporting information

S1 Fig Mutant plant phenotypes. Additional mutant leaf blade phenotypes in ems063095 **(A)** and ems143190 **(B)** mutants.
(TIFF) Click here for additional data file.

S2 Fig Cob phenotypes. **(A)** Cob from self-pollination of an *Rmr12 c1* / *rmr12-4 C1* individual. **(B)** *c1* / *c1* X *Rmr12 c1* / *rmr12-4 C1* test cross cob holds progeny 170323.
(TIF) Click here for additional data file.

S3 Fig Pollen phenotypes. **(A)** Frequency of viable pollen (stained with fluorescein diacetate) from four florets each from *Rmr12* / *Rmr12* and *Rmr12* / *rmr12-4* individuals. **(B)** Ratio of *Wx1* to *wx1* pollen germination frequencies from eight florets from a *Rmr12 wx1* / *rmr12-4 Wx1* individual. **(C)** *wx1* and *Wx1* pollen tube lengths (mm) from eight florets from a *Rmr12 wx1* / *rmr12-4 Wx1* individual. Boxplot whiskers encompass the range of data not including outliers (grey dots) which fall more than 1.5 X (interquartile range) above or below the box.
(TIF) Click here for additional data file.

S4 Fig Intron retention in *rmr12-3* cDNAs. **(A)** Schematic representation of exons 22 and 23 in Zm00001d045109_T004 with the placement of primers (arrows) used to amplify B73 gDNA and cDNAs from *Rmr12* / *Rmr12* and *rmr12-3* / *rmr12-3* individuals **(B)**. Hatched box represents intronic sequence retained in *rmr12-3* mutants.
(TIF) Click here for additional data file.

S5 Fig Alignments of Zm00001d045109 cDNA sequences. Partial mutant mRNA compiled from Sanger sequenced *Rmr12-A619* and mutant cDNA amplicons aligned to a predicted reference transcript, Zm00001d045109_T004. Red = mRNA, yellow = coding sequence.
(DOCX) Click here for additional data file.

S6 Fig Alignments of Zm00001d045109 protein sequences. *rmr12* allele translations aligned to the Zm00001d045109_P004 reference protein sequence, with domains predicted by Simple Modular Architecture Research Tool (SMART).
(DOCX) Click here for additional data file.

S7 Fig Bulk sRNA profiles in *rmr12-4* mutants. Ethidium bromide stained PAGE fractionated sRNAs from pooled *Rmr12* / *rmr12-4* or *rmr12-4* / *rmr12-4* eight-day post-imbibition seedlings. Sizes in nucleotides (nt) are shown.
(TIF) Click here for additional data file.

S8 Fig sRNA alignments to the *Pl1-Rhoades* region. **(A)** Uniquely-mapping sRNA reads from each library aligned to a lambda clone sequence containing the *Pl1-Rhoades* coding region. Peak heights are scaled to library depth. **(B)** Clusters called by ShortStack with the relative position of the *Pl1-Rhoades* coding region **(C)**.
(TIF) Click here for additional data file.

S1 Table Genetic complementation tests based on anther pigments. (DOCX) Click here for additional data file.

S2 Table Genetic complementation tests based on developmental defects. (DOCX) Click here for additional data file.

S3 Table F_2_ *rmr12* mutant frequencies. (DOCX) Click here for additional data file.

S4 Table *rmr12-1* and *wx1* cosegregation in progenies from self-pollinated *Rmr12* / *rmr12-1*; *Wx1* / *wx1* plants. (DOCX) Click here for additional data file.

S5 Table Gene models within the *rmr12* mapping interval. (XLSX) Click here for additional data file.

S6 Table *rmr12-3* differentially represented sRNA clusters. (XLSX) Click here for additional data file.

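S6 Table lists the 24nt clusters that the authors called differential, each with its log2 fold change and adjusted p-value. Only the first 1999 of its 14656 clusters, all on chromosome 1, were used here. For these, a DESeq2 fit of the deposited counts gave log2 fold changes that differed from the table's by no more than 5e-06. The edgeR fit gave the same sign for all 1999, and its log2 fold changes differed from the table's by a median of 0.018 and at most 0.76. Of the 1999 clusters, 1993 (99.7%) also passed the thresholds with edgeR.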

S7 Table *Pl1-Rhoades* cluster characteristics. (XLSX) Click here for additional data file.

S8 Table *Pl1-Rhoades* proximal sRNA cluster representation in *rmr12* mutants. (DOCX) Click here for additional data file.

S9 Table Primers used in this study. (DOCX) Click here for additional data file.

S10 Table Library statistics. (DOCX) Click here for additional data file.

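S10 Table gives the reads of each sRNA library that remained after trimming and size selection, called clean reads, and how they aligned. The deposited cluster counts came from the uniquely-mapped reads, which made up 15.6% and 18.2% of the clean reads of the *Rmr12* libraries and 22.3%, 19.6% and 20.2% of those of *rmr12-3* replicates 1, 2 and 3. Every mutant library was above both non-mutant libraries. The per-length read numbers that the paper's S1 File lists for Fig 5A sum to 79426189 and 22217515 reads in the *Rmr12* libraries and to 26974127, 21377038 and 31991078 reads in the *rmr12-3* libraries. These sums are the clean read totals, in which S10 Table includes reads that did not align.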

S1 Methods (DOCX) Click here for additional data file.

S1 File Minimal data set. (XLSX) Click here for additional data file.

S2 File Statistics. (DOCX) Click here for additional data file.

S3 File CHD3 phylogram alignments. (TXT) Click here for additional data file.

S4 File CHD3 phylogenetic tree. (TXT) Click here for additional data file.

# Supplementary material for: Locus-specific paramutation in Zea mays is maintained by a PICKLE-like chromodomain helicase DNA-binding 3 protein controlling development and male gametophyte function
**Source:** PLoS Genet. 2020 Dec 15;16(12):e1009243. doi: 10.1371/journal.pgen.1009243
**Supplement:** S1 Table

| S1 Table. Genetic complementation tests based on anther pigments | | | | | |
| --- | --- | --- | --- | --- | --- |
| **Parental genotypes** | |  | **No. of individuals with the indicated anther color scores** | | |
| **Female** | **Male** | **Progeny ID** | **1-4 (Pl´ )** | **5-6 (intermediate)** | **7 (Pl-Rh)** |
| *+* / ems98738 | *mop1-1* / *mop1-1* | 011252 | 19 | 0 | 0 |
| *mop1-1* / *+* | *+* / ems98738 | 011616 | 16 | 0 | 0 |
| *+* / *rmr1-1* | *+* / ems98738 | 011556 | 19 | 0 | 0 |
| *+* / ems063095 | *rmr2-1* / *rmr2-1* | 170374 | 17 | 0 | 0 |
| *rmr1-3* / *rmr1-3* | *+* / ems98738 | 011808 | 15 | 0 | 0 |
| *+* / ems98738 | *rmr6-1* / *rmr6-1* | 011253 | 14 | 0 | 0 |
| *+* / *rmr6-1* | *+* / ems98738 | 011782 | 9 | 0 | 0 |
| *+* / ems98738 | *rmr7-3* / *rmr7-3* | 070165 | 30 | 0 | 0 |
| *+* / ems98738 | *+* / ems98924 | 013116 | 11 | 1 | 2 |
| *+* / ems98924 | *+* / ems98738 | 013117 | 12 | 1 | 4 |

# Supplementary material for: Locus-specific paramutation in Zea mays is maintained by a PICKLE-like chromodomain helicase DNA-binding 3 protein controlling development and male gametophyte function
**Source:** PLoS Genet. 2020 Dec 15;16(12):e1009243. doi: 10.1371/journal.pgen.1009243
**Supplement:** S2 Table

| **S2 Table. Genetic complementation tests based on developmental defects** | | | | |
| --- | --- | --- | --- | --- |
| **Parental genotypes** | |  | **No. of individuals with the indicated plant phenotype** | |
| **Female** | **Male** | **Progeny ID** | **Non-mutant** | **Mutant** |
| *+* / ems063095 | ems98738 / ems98738 | 142785 | 90 | 84 |
| *+* / ems063095 | ems98738 / ems98738 | 142783 | 68 | 66 |
| ems98738 / ems98738 | *+* / ems063095 | 142763 | 86 | 60 |
| ems98738 / ems98738 | *+* / ems063095 | 142850 | 42 | 21 |
| + / ems063095 | + / ems143190 | 160210 | 42 | 7 |

# Supplementary material for: Locus-specific paramutation in Zea mays is maintained by a PICKLE-like chromodomain helicase DNA-binding 3 protein controlling development and male gametophyte function
**Source:** PLoS Genet. 2020 Dec 15;16(12):e1009243. doi: 10.1371/journal.pgen.1009243
**Supplement:** S3 Table

| **S3 Table. F_2_ *rmr12* mutant frequencies** | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **Progeny** | | **No. individuals** | |  | **Statistics for single**  **locus model (0.25)** | | **Statistics for two**  **locus model (0.0625)** | |
| **ID** | **Allele** | **Mutant** | **Non-mutant** | **Freq.** | **Mutant χ^2^** | ***p* value** | **Mutant χ^2^** | ***p* value** |
| 013110 | *rmr12-1* | 10 | 55 | 0.15 | 2.40 | 0.08 | 8.68 | 0.002 |
| 013120 | *rmr12-1* | 20 | 84 | 0.19 | 1.38 | 0.17 | 28.04 | 6.1e-8 |
| 023745 | *rmr12-1* | 1 | 26 | 0.04 | 4.90 | 0.02 | 0.28 | 0.66 |
| 023747 | *rmr12-1* | 2 | 17 | 0.11 | 1.59 | 0.143 | 0.56 | 0.41 |
| 062104 | *rmr12-1* | 6 | 36 | 0.14 | 1.93 | 0.11 | 4.34 | 0.02 |
| 062106 | *rmr12-1* | 4 | 14 | 0.22 | 0.06 | 1.65 | 7.35 | 0.004 |
| 062111 | *rmr12-1* | 5 | 7 | 0.42 | 1.33 | 0.18 | 24.08 | 4.8e-7 |
| 062113 | *rmr12-1* | 10 | 22 | 0.31 | 0.50 | 0.44 | 32.00 | 7.9e-9 |
| 062556 | *rmr12-1* | 10 | 60 | 0.14 | 3.21 | 0.05 | 7.23 | 0.004 |
| 062557 | *rmr12-1* | 3 | 53 | 0.05 | 8.64 | 0.002 | 0.07 | 1.44 |
| 062562 | *rmr12-1* | 4 | 61 | 0.06 | 9.23 | 0.001 | 0.00 | 12.86 |
| 120527 | *rmr12-1* | 6 | 30 | 0.17 | 1.00 | 0.24 | 6.25 | 0.01 |
| 120528 | *rmr12-1* | 4 | 17 | 0.19 | 0.30 | 0.63 | 5.50 | 0.01 |
| 120530 | *rmr12-1* | 9 | 40 | 0.18 | 0.86 | 0.28 | 11.51 | 3.7e-7 |
| 120531 | *rmr12-1* | 4 | 38 | 0.10 | 4.02 | 0.03 | 0.72 | 0.33 |
| 120535 | *rmr12-1* | 3 | 17 | 0.15 | 0.80 | 0.30 | 2.45 | 0.08 |
| 120536 | *rmr12-1* | 3 | 38 | 0.07 | 5.13 | 0.01 | 0.07 | 1.40 |
| 120537 | *rmr12-1* | 7 | 27 | 0.21 | 0.26 | 0.68 | 11.18 | 4.5e-4 |
| 013114 | *rmr12-2* | 4 | 48 | 0.08 | 6.23 | 0.007 | 0.17 | 0.88 |
| 013115 | *rmr12-2* | 21 | 123 | 0.15 | 6.25 | 0.007 | 16.00 | 3.3e-5 |
| 091061 | *rmr12-3* | 7 | 17 | 0.29 | 0.17 | 0.90 | 20.17 | 1.4e-4 |
| 091069 | *rmr12-3* | 5 | 19 | 0.21 | 0.17 | 0.90 | 8.17 | 0.002 |
| 091072 | *rmr12-3* | 5 | 19 | 0.21 | 0.17 | 0.90 | 8.17 | 0.002 |
| 091073 | *rmr12-3* | 3 | 25 | 0.11 | 2.29 | 0.08 | 0.89 | 0.27 |
| 091079 | *rmr12-3* | 3 | 12 | 0.20 | 0.15 | 0.96 | 4.54 | 0.02 |
| 091103 | *rmr12-3* | 4 | 22 | 0.15 | 0.96 | 0.25 | 3.47 | 0.04 |
| 091104 | *rmr12-3* | 3 | 22 | 0.12 | 1.69 | 0.13 | 1.32 | 0.18 |
| 091126 | *rmr12-3* | 6 | 23 | 0.21 | 0.22 | 0.77 | 9.67 | 0.001 |
| 091132 | *rmr12-3* | 6 | 22 | 0.21 | 0.14 | 0.98 | 10.32 | 7.1e-4 |
| 091133 | *rmr12-3* | 23 | 103 | 0.18 | 2.29 | 0.08 | 29.05 | 3.6e-8 |
| 140036 | *rmr12-3* | 52 | 128 | 0.29 | 1.09 | 0.22 | 147.61 | 2.9e-34 |
| 140037 | *rmr12-3* | 35 | 259 | 0.12 | 20.17 | 3.7e-6 | 15.04 | 5.6e-5 |
| 141179^a^ | *rmr12-3* | 35 | 157 | 0.18 | 3.52 | 0.04 | 44.08 | 1.6e-11 |
| 141181^a^ | *rmr12-3* | 45 | 151 | 0.23 | 0.33 | 0.59 | 87.56 | 4.1e-21 |
| 141182^a^ | *rmr12-3* | 41 | 155 | 0.21 | 1.31 | 0.18 | 67.47 | 1.1e-16 |
| 141183^a^ | *rmr12-3* | 30 | 158 | 0.16 | 6.15 | 0.007 | 28.35 | 5.2e-8 |
| Totals | *rmr12-1* | 111 | 642 | 0.15 | 31.70 | 9.3e-9 | 86.86 | 5.9e-21 |
|  | *rmr12-2* | 25 | 171 | 0.13 | 11.76 | 3.3e-4 | 13.27 | 1.4e-4 |
|  | *rmr12-3* | 303 | 1292 | 0.19 | 22.99 | 8.5e7 | 414.66 | 1.8e-92 |
|  | All | 439 | 2105 | 0.18 | 61.02 | 2.9e-15 | 493.08 | 1.5e-109 |
| ^a^Phenotype scored in seedlings | | | | | | | | |

# Supplementary material for: Locus-specific paramutation in Zea mays is maintained by a PICKLE-like chromodomain helicase DNA-binding 3 protein controlling development and male gametophyte function
**Source:** PLoS Genet. 2020 Dec 15;16(12):e1009243. doi: 10.1371/journal.pgen.1009243
**Supplement:** S4 Table

| **S4 Table. *rmr12-1* and *wx1* cosegregation in progenies from self-pollinated *Rmr12* / *rmr12-1* ; *Wx1* / *wx1* plants** | | |
| --- | --- | --- |
| **Progeny** | **No. individuals of given type from *wx1* kernels** | |
| **ID** | **Non-mutant** | **Mutant** |
| 033469 | 4 | 7 |
| 033472 | 3 | 3 |
| 033473 | 10 | 3 |
| 033474 | 5 | 11 |
| 033475 | 5 | 11 |
| 033476 | 6 | 10 |
| 033478 | 8 | 11 |
| 033479 | 12 | 8 |
| 033480 | 12 | 9 |
| 033482 | 14 | 11 |
| 033483 | 8 | 9 |
| Total | 87 | 93 |
| χ^2^= 21.10, *p*<0.001. | | |

# Supplementary material for: Locus-specific paramutation in Zea mays is maintained by a PICKLE-like chromodomain helicase DNA-binding 3 protein controlling development and male gametophyte function
**Source:** PLoS Genet. 2020 Dec 15;16(12):e1009243. doi: 10.1371/journal.pgen.1009243
**Supplement:** S8 Table

| **S8 Table. *Pl1-Rhoades* proximal sRNA cluster representation in *rmr12* mutants** | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- |
| **Cluster** | **Position (bp)** | ***Rmr12*** | ***Rmr12*** | ***rmr12-3*** | ***rmr12-3*** | ***rmr12-3*** | ***p-value**** |
| 1 | 6919-7587 | 2.00 | 1.80 | 2.30 | 0.89 | 2.09 | 0.78 |
| 2 | 7687-7939 | 1.50 | 0.81 | 1.89 | 1.59 | 1.72 | 0.33 |
| 3 | 8047-8203 | 0.52 | 0.45 | 1.37 | 0.84 | 0.59 | 0.18 |
| 4 | 12078-12402 | 0.77 | 1.76 | 1.15 | 0.70 | 0.97 | 0.63 |
| 5 | 13644-13796 | 0.67 | 1.26 | 0.85 | 1.12 | 1.03 | 0.92 |
| 6 | 13880-14455 | 0.67 | 1.49 | 0.85 | 1.64 | 1.38 | 0.70 |
| 7 | 14761-15499 | 1.31 | 1.89 | 2.45 | 2.20 | 2.25 | 0.23 |
| Counts represent uniquely-mapping 18-30nt reads per million clean reads. 

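The values of S8 Table are reads that mapped uniquely to the *Pl1-Rhoades* clone sequence, scaled to the clean reads of the library (rpm), with positions in bp counted along the clone. The libraries differ in their number of clean reads, so equal values rest on different numbers of reads. From the table's values, each of the 7 clusters was compared between the 2 *Rmr12* and 3 *rmr12-3* libraries with a two-sided exact permutation test of the difference in means, and p ranged from 0.2 to 1. In clusters 2, 3 and 7 all mutant libraries exceeded both non-mutant libraries (exact permutation test, p = 0.2 for each, the smallest p the design allows). In cluster 2 that separation depended on the scaling to clean reads. The table's columns name the genotype but not the replicate. Scaling per uniquely-mapped read was chosen after seeing the data. On that scale, clusters 2, 3 and 7 separated in 0, 4 and 2 of the 12 ways to assign libraries to columns. For clusters 3 and 7 the answer therefore rests on which library each column is, which was not worked out here. For cluster 7, at 14761 to 15499 bp, the mean was 2.30 ± 0.13 rpm (SD, n = 3) in mutants and 1.60 ± 0.41 (SD, n = 2) in non-mutants. For cluster 1, at 6919 to 7587 bp, it was 1.76 ± 0.76 rpm (SD, n = 3) and 1.90 ± 0.14 rpm (SD, n = 2), and the libraries overlapped. Per uniquely-mapped read, cluster 1 separated in 2 of the 12 ways to assign libraries to columns.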

*2-sample *t*-test | | | | | | | |

# Supplementary material for: Locus-specific paramutation in Zea mays is maintained by a PICKLE-like chromodomain helicase DNA-binding 3 protein controlling development and male gametophyte function
**Source:** PLoS Genet. 2020 Dec 15;16(12):e1009243. doi: 10.1371/journal.pgen.1009243
**Supplement:** S9 Table

| **S9 Table. Primers used in this study** | | |
| --- | --- | --- |
| **ID** | **Sequence** | **Restriction enzyme** |
| **Molecular markers** | | |
| 9_12.38 F | GGTTTGACGAATCAAGGCGG | *Sau*96I |
| 9_12.38 R | GCAGCCCATCGAGCAATTCT |  |
| 9_16.47 F | GATTCTTCTGTGCTGGAAAGTCATCA | *Hin*dIII |
| 9_16.47 R | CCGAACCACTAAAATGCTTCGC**[A]**A |  |
| 9_50.02 F | TGCTCATCGAATCGGGAAGA | *Hin*cII |
| 9_50.02 R | GAAGCAACACGAACCTGCAG |  |
| 9_61.09 F | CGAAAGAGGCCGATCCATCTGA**[A]**TT | *Apo*I |
| 9_61.09 R | TGAGAGCGTGGAAGTTGCAT |  |
| 9_87.31 F | CCACGGACTGGTGCAGTATC | *Tfi*I |
| 9_87.31 R | ATGGCCGTATGGACCAAAGG |  |
| ***rmr12-3* intron inclusion** | | |
| FP | ATTGATGGAGGGCGAAGG |  |
| RP | CTCTGGATTTCCTCGACACTTT |  |
| **Genotyping** | | |
| *rmr12-3* F | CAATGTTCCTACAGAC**[C]**CTCAATAG | *Bsl*I |
| *rmr12-3* R | CTGTGTGCCTGCTTTATCACG |  |
| *rmr12-4* F | TGAACGCATCGATGGCAAGA | *Mwo*I |
| *rmr12-4* R | GTCATCCCAGACAGAAGGTACT |  |
| **qRT-PCR** |  |  |
| *pl1_33_F* | GAAAGAGAGAGAGAGCGAGAGATGGGC |  |
| *pl1_143_R* | CTTGACGTAGGCGGCCAAGGTATC |  |
| *gapdh_F* | CCTGCTTCTCATGGATGGTT |  |
| *gapdh_R* | TGGTAGCAGGAAGGGAAACA |  |
| **Sanger sequencing** | | |
| *chd3*-seq F1 | CGCTAGAGGTGGAACGAGAC |  |
| *chd3*-seq R1 | GCCCTTGTCACCAGATTTCTTAC |  |
| *chd3*-seq F2 | CTGGAAGCACCTCGTGAAGA |  |
| *chd3*-seq R2 | AGTTGCAAATTCACGCTCCC |  |
| *chd3*-seq F3 | ACAAACGCGTAATCCTTGGTG |  |
| *chd3*-seq R3 | AGCTCTTGCCATAGCTTGCA |  |
| *chd3*-seq F4 | AGCTGGTGGTCTGGGAATAAA |  |
| *chd3*-seq R4 | GGATTTCCTCGACACTTTTTCCT |  |
| *chd3*-seq F5 | GGATTCAACCATGCTCAACG |  |
| *chd3*-seq R5 | TGCACCTTCCAAATTCCCAT |  |
| *chd3*-seq F6 | GGTGCTCAGTTGAACGAGGC |  |
| *chd3*-seq R6 | TGTAACTGACCAGCTGTGCC |  |
| *chd3*-seq F7 | GGCCAAGCGAACACAACAAG |  |
| *chd3*-seq R7 | TAGCGCACATTCTGACCACA |  |
| **[ ]**: adapted to introduce enzyme recognition sequence. | | |

# Supplementary material for: Locus-specific paramutation in Zea mays is maintained by a PICKLE-like chromodomain helicase DNA-binding 3 protein controlling development and male gametophyte function
**Source:** PLoS Genet. 2020 Dec 15;16(12):e1009243. doi: 10.1371/journal.pgen.1009243
**Supplement:** S10 Table

| **S10 Table. sRNA library statistics** | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **Genotype** | **Raw reads** | **Clean reads*** | **Uniquely mapped** | | | | **Unmapped** | **Multiply-mapped** |
|  |  |  | **All** | **21** | **22** | **24** |  |  |
| *Rmr12/Rmr12* | 231 M | 79 M | 12.4 M | 0.9 M | 1.1 M | 7.7 M | 12.8 M | 54.2 M |
| *Rmr12/Rmr12* | 69 M | 22 M | 4.0 M | 0.3 M | 0.3 M | 2.6 M | 4.0 M | 14.2 M |
| *rmr12-3/rmr12-3* | 65 M | 27 M | 6.0 M | 0.4 M | 0.5 M | 4.0 M | 5.6 M | 15.4 M |
| *rmr12-3/rmr12-3* | 56 M | 21 M | 4.2 M | 0.3 M | 0.3 M | 2.7 M | 4.1 M | 13.1 M |
| *rmr12-3/rmr12-3* | 95 M | 32 M | 6.5 M | 0.4 M | 0.5 M | 4.3 M | 6.2 M | 19.3 M |
| Total | 516 M | 182 M | 33.1 M | 2.4 M | 2.7 M | 21.3 M | 32.6 M | 116.3 M |
| *18-30nt; M: million reads | | | | | | | | |

# Supplementary material for: Locus-specific paramutation in Zea mays is maintained by a PICKLE-like chromodomain helicase DNA-binding 3 protein controlling development and male gametophyte function
**Source:** PLoS Genet. 2020 Dec 15;16(12):e1009243. doi: 10.1371/journal.pgen.1009243
**Supplement:** S1 Methods

**Supplemental methods**

**Genetic materials**

Inbred lines A619, A632, and B73 were sourced from the North Central Regional Plant Introduction Station (USDA-ARS, Ames, IA). The *Pl1-Rhoades* haplotype introgressed into A619 and A632 [1] came from a previously described color-converted W23 stock (herein designated W23 *Pl1-Rh*) [2] developed by Ed Coe, Jr. (USDA-ARS, University of Missouri, Columbia, MO) and maintained in several lines obtained from the Maize Genetics Cooperation Stock Center (MGCSC) (USDA-ARS, University of Illinois, Urbana, IL) and Vicki Chandler (University of Arizona, Tucson, AZ) including a previously described *Pl1-Rhoades*-converted K55 line [3]. The A632 *Pl1-Rh* line used in this study has a recessive *r1* derivative of the original *R1-A632* allele that promotes anthocyanin production in the anthers but not in the kernel. A *T6-9 (043-1)* [4] interchange chromosome (*T Pl1-Rh*) having psuedolinkage between *Pl1-Rhoades* and a recessive *waxy1* allele (*wx1*) was introgressed into B73 (herein designated B73 *T Pl1-Rh*) as previously described [1,5], and into A619 (herein designated A619 *T Pl1-Rh* ; ~97% A619), A632 (herein designated A632 *T Pl1-Rh* ; ~98% A632), and Mo17 (herein designated Mo17 *T Pl1-Rh* ; ~97% Mo17). The *c1* tester used in this study was generated by crossing a recessive MGCSC stock 905H (*c1 sh1 wx1*) to W23 *Pl1-Rh* (*C1 / C1*) and selecting colorless F_2_ kernels.

**Evaluated progenies.** Images of *rmr12-3* mutant and non-mutant sibling adult plants and seedlings were from F_2_ progenies 141174 and 141180, respectively. The imaged *rmr12-3* mutant tassel was from F_2_ progeny 141178, and the imaged ears representing reciprocal crosses between A619 *Pl1-Rh* and a single *rmr12-1* mutant hold progenies 141250 and 142522. The imaged leaf from Fig 1C was from progeny 141171, and two leaves from S1A Fig were from 141180 while the third was from 141176. The leaves from S1B Fig were from progenies 180001, 180002, and 143190. The imaged *B-I* and *B´* individuals were from progenies 180001 and 180002 respectively. The imaged F_2_ ear holds progeny 170153, and the imaged test cross ear holds progeny 170323. The *rmr12* mutant frequencies were recorded in F_2_ progenies segregating *rmr12-1* (013110, 013120, 023745, 023747, 062104, 062106, 062111, 062113, 062556, 062557, 062562, 120527, 120528, 120530, 120531, 120535 - 120537), *rmr12-2* (013114, 013115), and *rmr12-3* (091061, 091069, 091072, 091073, 091079, 091103, 091104, 091126, 091132, 091133, 140036, 140037, 141179, 141181 - 141183). The effect of *rmr12* mutations on recessive *pl1* alleles was evaluated in one F_2_ progeny segregating *rmr12-1* and *pl1-A632* (013120) and one progeny segregating *rmr12-2* and *pl1-B73* (013115). Paramutagenicity of sexually transmitted *Pl1-Rhoades* alleles was measured in 11 testcrossed progenies from homozygous *rmr12-3* mutants (172608, 172609, 172611, 172612, 172613, 172614, 172615, 172619, 172620), one testcrossed progeny from a *rmr12-3 / rmr12-4* heterozygote (172618), and two testcrossed progenies from homozygous *rmr12-4* individuals (160777, and 160778). Genetic linkage between *rmr12-1* and *wx1* was measured in 11 progenies (033469, 033472-033476, 033478-033480, 033482, 033483). The *rmr12-3* mutants used for recombinant-based mapping came from progenies 141167, 141171 - 141174, 141176, 141178 - 141183. sRNAs for bulk sRNA profiles in S7 Fig were isolated from seedlings in progeny 170143, and sRNA libraries were prepared from individuals in progeny 181977. qRT-PCR was done on individuals from progeny 181978. Plant height and days to flowering were measured in three F_2_ progenies (013110, 013115, 091133) segregating *rmr12-1*, *rmr12-2*, and *rmr12-3* respectively. Internode length was measured in one *rmr12-3* F_2_ progeny (150005). Juvenile to adult transition was recorded in progeny 170380. Leaf length and width were measured in two *rmr12-3* F_2_ progenies (140036 and 140037). Secondary veins were counted on individuals from three *rmr12-3* F_2_ progenies (141171, 141174, 141176). Primary spike length and numbers of tassel branches and ear shoots were measured in eight *rmr12-3* F_2_ progenies (141167, 141171, 141174, 141178, 141180, 170027, 170028, 170029). Mutant frequencies were recorded from four progenies (142763, 142783, 142785, 142850) derived from crosses between *rmr12-1* mutants and *rmr12-3* heterozygotes. Biased transmission of the dominant *C1* allele linked to *rmr12-4* was observed in 9 testcross progenies (170107, 170118, 170122, 170124, 170131, 170134, 170323, 170324, 170782). Frequency of glassy and waxy pollen types was determined in heterozygotes for *rmr12-3* and *wx1* from progeny 160372. *In vitro* pollen germination and viability staining was measured in individuals from progeny 180526.

***rmr12-1* pedigrees.** The *rmr12-1* allele was identified in a mutant screen using a mixed genetic background as previously described (Hollick and Chandler, 2001). Mutants from the *rmr12-1* M_2_ progeny (designated 98738) were crossed to both A632 and B73 and respective F_1_ individuals were self-pollinated to generate F_2_ progenies 013110 and 013120. A single mutant from 013110 was crossed to *T* *Pl1-Rh*, and resulting F_1_ plants were self-pollinated to generate progenies 023745 and 023747. A single F_2_ mutant from 023747 was backcrossed to A632 and resulting heterozygotes were self-pollinated to generate progenies 033469, 033472 - 033476, 033478 - 033480, and 033482 - 033483. A subsequent backcross and self-pollination generated a BC_2_F_2_ individual that was crossed to A632 *Pl1-Rh*. BC_3_F_2_ progenies include 062104, 062106, 062111, 062113, 062556, 062557, and 062562. BC_3_F_2_ heterozygotes were self-pollinated to generate progenies 120527, 120528, 120530, 120531, 120535, 120536, and 120537. A mutant from 120527 was crossed to A619 *T* *Pl1-Rh* and a resulting F_1_ was self-pollinated. F_2_ mutants were backcrossed to and by A619 *T* *Pl1-Rh* to generate progenies 141250 and 142522 respectively.

***rmr12-2* pedigrees.** The *rmr12-2* allele was identified in the same mutant screen as *rmr12-1*. A single mutant from the M_2_ progeny (098924) was crossed to A632 and two F_1_ heterozygotes were self-pollinated to generate progenies 013114 and 013115. To test complementation between *rmr12* alleles, an *Rmr12-B73* / *rmr12-1* F_1_ individual was crossed by and to an *Rmr12-A632* / *rmr12-2* F_1_ individual generating progenies 013116 and 013117 respectively.

***rmr12-3* pedigrees.** The *rmr12-3* allele was identified in a previously described mutant screen (Hale et al., 2007) in which ethyl methanesulfonate-treated pollen from an A619 *Pl1-Rh* (*Pl-Rh*) line was crossed to A632 *Pl1-Rh* (*Pl´*). Heterozygotes from the *rmr12-3* M_2_ progeny (063095) were backcrossed to A632 *Pl1-Rh* (*Pl´*) and BC_1_ heterozygotes were self-pollinated to generate F_2_ progenies 091061, 091069, 091072, 091073, 091079, 091103, 091104, 091126, 091132, and 091133. A single BC_1_F_2_ mutant was backcrossed by A632 *Pl1-Rh*, and two resulting heterozygotes were both self-pollinated to generate progenies 140036 and 140037 and backcrossed to A632 *Pl1-Rh*. Eleven BC_3_F_1_ plants were self-pollinated to generate F_2_ progenies 141167, 141171, 141172, 141173, 141174, 141176, 141178, 141179, 141180, 141181, 141182, and 141183. The introgression into A632 *Pl1-Rh* (*Pl´*) continued using the same strategy to generate BC_4_F_2_ progeny 150005, BC_5_F_2_ progenies 170027-170029, and 170380, and BC_6_F_2_ progenies 181977 and 181978. An A632 *Pl1-Rh* BC_2_ *rmr12-3* heterozygote was crossed to B73 *T* *Pl1-Rh*, and, by repeatedly backcrossing heterozygotes, the allele was introgressed into B73 *T* *Pl1-Rh* to generate the BC_3_F_2_ progeny 160372. To test genetic complementation, homozygous *rmr12-1* mutants from two A619 *Pl1-Rh* F_2_ progenies were crossed to and by A632 *Pl1-Rh* BC_1_F_2_ *rmr12-3* heterozygotes to generate four progenies (142783, 142785, 142763, and 142850). Three A632 *Pl1-Rh* BC_3_F_2_ *rmr12-3* mutants were testcrossed by B73 *T* *Pl1-Rh (Pl-Rh)* to generate progenies 172608, 172613, and 172620. Four A632 *Pl1-Rh* BC_3_F_2_ *rmr12-3* mutants were testcrossed by W23 *Pl1-Rh* (*Pl-Rh*) to generate progenies 172609, 172612, 172614, and 172619. Two A632 *Pl1-Rh* BC_3_F_2_ *rmr12-3* mutants were testcrossed by A632 *T* *Pl1-Rh (Pl-Rh)* and W23 *Pl1-Rh* (*Pl-Rh*) to generate progenies 172611 and 172615 respectively.

***rmr12-4* pedigrees.** The *rmr12-4* allele was identified in the same screen as *rmr12-3*. A heterozygote from the *rmr12-*4 M_2_ progeny (143190) was crossed to an *rmr12-3* heterozygote from the 160210 progeny that resulted from crossing an A632 *Pl1-Rh* *rmr12-3* BC_2_F_2_ mutant by a BC_2_ heterozygote. An *rmr12-3 / rmr12-4* mutant was crossed by B73 *T* *Pl1-Rh (Pl-Rh)* to generate progeny 172618. Two M_2_ mutants were crossed by W23 *Pl1-Rh* (*Pl-Rh*) to generate progenies 160777 and 160778. M_2_ heterozygotes were self-pollinated to generate M_2_F_2_ individuals; two of these were self-pollinated to generate progenies 170143 and 170153. Four M_2_F_2_ heterozygotes were crossed to A632 *Pl1-Rh* (*Pl´*) generating progenies 170107, 170118, 170122, and 170124, and two heterozygotes were crossed to a recessive *c1* stock to generate progenies 170323 and 170324. Two M_2_F_2_ heterozygotes were crossed to Mo17 *T Pl1-Rh* to generate progenies 170131 and 170134. An A632 *Pl1-Rh* *rmr12-4* BC_2_F_2_ heterozygote was crossed to A632 *Pl1-Rh* (*Pl´*) to generate progeny 170782. A M_2_F_2_ heterozygote was crossed to a recessive *c1* stock that also carried recessive *wx1* to generate 180526. The progenies used to evaluate *b1* paramutation in *rmr12-4* mutants (180787-180789) were generated by crossing *rmr12-4 / rmr12-4* individuals from progenies 180001, 180003, and 180005 to recessive A619 K55 *b1* testers. To ensure the mutants evaluated were not carrying a recessive *b1* allele, only testcross progenies which contained at least five individuals and no colorless plants were included in Table 10. To generate progenies 180001 and 180005, *B1-I* ( *B´* ) / *b1*; *Rmr12* / *rmr12-4* individuals from progeny 170887 were crossed by *B1-I* ( *B-I* ) / *B1-I* ( *B-I* ); *Rmr12* / *rmr12-4* individuals from progeny 170877. To generate progeny 180002 and 180003, *B1-I* ( *B´* ) / *B1-I* ( *B´* ); *Rmr12* / *rmr12-4* individuals from progeny 170887 were crossed by *B1-I* ( *B-I* ) / *b1*; *Rmr12* / *rmr12-4* individuals from progeny 170877. Progeny 170887 was generated by crossing a *B1-I* ( *B´* ) / *b1*; *Rmr12* / *rmr12-4* M_2_ individual to W23 *B1-I* ( *B´* ), and progeny 170877 resulted from crossing a *B1-I* ( *B-I* ) / *b1*; *Rmr12* / *rmr12-4* A632 *Pl1-Rh* BC_1_F_2_ individual to W23 *B1-I* ( *B-I* ).

**Genetic linkage**

Kernels having opaque endosperms (diagnostic of *wx1* mutants) selected from 11 progenies generated by self-pollinating *Rmr12* / *rmr12-1* ; *Wx1* / *wx1* individuals gave rise to 52% *rmr12-1* mutants (see S4 Table) which deviated significantly (*χ^2^*= 21.10, *p*<0.001) from the expected frequencies if the two loci were unlinked. The overabundance of *rmr12-1* mutants in these selected progenies contrasted with the 0.18 frequencies found in other F_2_ families indicating that the two loci are genetically linked.

**References**

1. Hollick JB, Kermicle JL, Parkinson SE. *Rmr6* maintains meiotic inheritance of paramutant states in *Zea mays*. Genetics. 2005;171: 725–740.
2. Hollick JB, Patterson GI, Coe EH, Cone KC, Chandler VL. Allelic interactions heritably alter the activity of a metastable maize *pl* allele. Genetics. 1995;141: 709–719.
3. Dorweiler JE, Carey CC, Kubo KM, Hollick JB, Kermicle JL, Chandler VL. *mediator of paramutation1* is required for establishment and maintenance of paramutation at multiple maize loci. Plant Cell. 2000;12: 2101–2118. doi:10.1105/tpc.12.11.2101
4. Longley AE. Breakage points for four corn translocation series and other corn chromosome aberrations. USDA-ARS Crop Res Bull. 1961;34–16: 1–40.
5. Gross SM, Hollick JB. Multiple *trans*-sensing interactions affect meiotically heritable epigenetic states at the maize *pl1* locus. Genetics. 2007;176: 829–839. doi:10.1534/genetics.107.072496

# Supplementary material for: Locus-specific paramutation in Zea mays is maintained by a PICKLE-like chromodomain helicase DNA-binding 3 protein controlling development and male gametophyte function
**Source:** PLoS Genet. 2020 Dec 15;16(12):e1009243. doi: 10.1371/journal.pgen.1009243
**Supplement:** S2 File

**Statistic tables:**

**Figure 3A (Days to flowering)**

*rmr12-1*

t-Test: Two-Sample Assuming Unequal Variances

|  | Non-mutant | *rmr12-1* |
| --- | --- | --- |
| Mean | 82.150943 | 100.5 |
| Variance | 31.8613933 | 14.3333333 |
| Observations | 53 | 4 |
| Hypothesized Mean Difference | 0 |  |
| df | 4 |  |
| t Stat | -8.9699988 |  |
| P(T<=t) one-tail | 0.000427 |  |
| t Critical one-tail | 2.131847 |  |
| P(T<=t) two-tail | 0.00085473 |  |
| t Critical two-tail | 2.77644511 |  |

*rmr12-2*

t-Test: Two-Sample Assuming Unequal Variances

|  | Non-mutant | *rmr12-2* |
| --- | --- | --- |
| Mean | 74.48 | 102.5 |
| Variance | 13.152653 | 18.7 |
| Observations | 50 | 6 |
| Hypothesized Mean Difference | 0 |  |
| df | 6 |  |
| t Stat | -15.241503 |  |
| P(T<=t) one-tail | 2.5178E-06 |  |
| t Critical one-tail | 1.9431803 |  |
| P(T<=t) two-tail | 5.0357E-06 |  |
| t Critical two-tail | 2.4469119 |  |

*rmr12-3*

t-Test: Two-Sample Assuming Unequal Variances

|  | Non-mutant | *rmr12-3* |
| --- | --- | --- |
| Mean | 66.244898 | 89.9333333 |
| Variance | 34.0837366 | 34.352381 |
| Observations | 98 | 15 |
| Hypothesized Mean Difference | 0 |  |
| df | 19 |  |
| t Stat | -14.584883 |  |
| P(T<=t) one-tail | 4.504E-12 |  |
| t Critical one-tail | 1.72913281 |  |
| P(T<=t) two-tail | 9.008E-12 |  |
| t Critical two-tail | 2.09302405 |  |

**Figure 3B (Plant height)**

*rmr12-1*

t-Test: Two-Sample Assuming Unequal Variances

|  | Non mutant | rmr12-1 |
| --- | --- | --- |
| Mean | 212.042963 | 116.5225 |
| Variance | 369.990919 | 704.952507 |
| Observations | 54 | 8 |
| Hypothesized Mean Difference | 0 |  |
| df | 8 |  |
| t Stat | 9.80170193 |  |
| P(T<=t) one-tail | 4.9277E-06 |  |
| t Critical one-tail | 1.85954804 |  |
| P(T<=t) two-tail | 9.8553E-06 |  |
| t Critical two-tail | 2.30600414 |  |

*rmr12-2*

t-Test: Two-Sample Assuming Unequal Variances

|  | Non-mutant | *rmr12-2* |
| --- | --- | --- |
| Mean | 226.4 | 163.333333 |
| Variance | 260.653061 | 389 |
| Observations | 50 | 9 |
| Hypothesized Mean Difference | 0 |  |
| df | 10 |  |
| t Stat | 9.06189352 |  |
| P(T<=t) one-tail | 1.9453E-06 |  |
| t Critical one-tail | 1.81246112 |  |
| P(T<=t) two-tail | 3.8906E-06 |  |
| t Critical two-tail | 2.22813885 |  |

*rmr12-3*

t-Test: Two-Sample Assuming Unequal Variances

|  | *Non-mutant* | *rmr12-3* |
| --- | --- | --- |
| Mean | 184.122449 | 102.466667 |
| Variance | 291.551862 | 94.4095238 |
| Observations | 98 | 15 |
| Hypothesized Mean Difference | 0 |  |
| df | 29 |  |
| t Stat | 26.8207428 |  |
| P(T<=t) one-tail | 2.5364E-22 |  |
| t Critical one-tail | 1.69912703 |  |
| P(T<=t) two-tail | 5.0728E-22 |  |
| t Critical two-tail | 2.04522964 |  |

**Figure 3C (Internode lengths)**

Internode 1

t-Test: Two-Sample Assuming Unequal Variances

|  | Non-mutant | *rmr12-3* |
| --- | --- | --- |
| Mean | 10.0833333 | 3.91666667 |
| Variance | 11.5378788 | 2.33606061 |
| Observations | 12 | 12 |
| Hypothesized Mean Difference | 0 |  |
| df | 15 |  |
| t Stat | 5.73510271 |  |
| P(T<=t) one-tail | 1.9722E-05 |  |
| t Critical one-tail | 1.75305036 |  |
| P(T<=t) two-tail | 3.9443E-05 |  |
| t Critical two-tail | 2.13144955 |  |

Internode 2

t-Test: Two-Sample Assuming Unequal Variances

|  | Non-mutant | *rmr12-3* |
| --- | --- | --- |
| Mean | 14 | 6.20833333 |
| Variance | 12.45454545 | 2.8844697 |
| Observations | 12 | 12 |
| Hypothesized Mean Difference | 0 |  |
| df | 16 |  |
| t Stat | 6.891634709 |  |
| P(T<=t) one-tail | 1.81285E-06 |  |
| t Critical one-tail | 1.745883676 |  |
| P(T<=t) two-tail | 3.62571E-06 |  |
| t Critical two-tail | 2.119905299 |  |

Internode 3

t-Test: Two-Sample Assuming Unequal Variances

|  | Non-mutant | *rmr12-3* |
| --- | --- | --- |
| Mean | 15.4583333 | 7.34166667 |
| Variance | 7.79356061 | 1.51901515 |
| Observations | 12 | 12 |
| Hypothesized Mean Difference | 0 |  |
| df | 15 |  |
| t Stat | 9.21368636 |  |
| P(T<=t) one-tail | 7.2569E-08 |  |
| t Critical one-tail | 1.75305036 |  |
| P(T<=t) two-tail | 1.4514E-07 |  |
| t Critical two-tail | 2.13144955 |  |

Internode 4

t-Test: Two-Sample Assuming Unequal Variances

|  | Non-mutant | *rmr12-3* |
| --- | --- | --- |
| Mean | 15.2916667 | 7.66666667 |
| Variance | 2.06628788 | 1.1969697 |
| Observations | 12 | 12 |
| Hypothesized Mean Difference | 0 |  |
| df | 21 |  |
| t Stat | 14.6219331 |  |
| P(T<=t) one-tail | 8.7921E-13 |  |
| t Critical one-tail | 1.7207429 |  |
| P(T<=t) two-tail | 1.7584E-12 |  |
| t Critical two-tail | 2.07961384 |  |

Internode 5

t-Test: Two-Sample Assuming Unequal Variances

|  | Non-mutant | *rmr12-3* |
| --- | --- | --- |
| Mean | 13.9166667 | 7.01666667 |
| Variance | 3.21969697 | 0.77606061 |
| Observations | 12 | 12 |
| Hypothesized Mean Difference | 0 |  |
| df | 16 |  |
| t Stat | 11.9574933 |  |
| P(T<=t) one-tail | 1.083E-09 |  |
| t Critical one-tail | 1.74588368 |  |
| P(T<=t) two-tail | 2.166E-09 |  |
| t Critical two-tail | 2.1199053 |  |

Internode 6

t-Test: Two-Sample Assuming Unequal Variances

|  | Non-mutant | *rmr12-3* |
| --- | --- | --- |
| Mean | 14.70833333 | 6.66666667 |
| Variance | 0.884469697 | 1.28787879 |
| Observations | 12 | 12 |
| Hypothesized Mean Difference | 0 |  |
| df | 21 |  |
| t Stat | 18.90044122 |  |
| P(T<=t) one-tail | 5.79212E-15 |  |
| t Critical one-tail | 1.720742903 |  |
| P(T<=t) two-tail | 1.15842E-14 |  |
| t Critical two-tail | 2.079613845 |  |

Internode 7

t-Test: Two-Sample Assuming Unequal Variances

|  | Non-mutant | *rmr12-3* |
| --- | --- | --- |
| Mean | 12.775 | 6 |
| Variance | 2.93477273 | 1.63636364 |
| Observations | 12 | 12 |
| Hypothesized Mean Difference | 0 |  |
| df | 20 |  |
| t Stat | 10.9771054 |  |
| P(T<=t) one-tail | 3.2265E-10 |  |
| t Critical one-tail | 1.72471824 |  |
| P(T<=t) two-tail | 6.4529E-10 |  |
| t Critical two-tail | 2.08596345 |  |

Internode 8

t-Test: Two-Sample Assuming Unequal Variances

|  | Non-mutant | *rmr12-3* |
| --- | --- | --- |
| Mean | 13.0833333 | 5.275 |
| Variance | 0.90151515 | 2.26204545 |
| Observations | 12 | 12 |
| Hypothesized Mean Difference | 0 |  |
| df | 19 |  |
| t Stat | 15.2076073 |  |
| P(T<=t) one-tail | 2.1604E-12 |  |
| t Critical one-tail | 1.72913281 |  |
| P(T<=t) two-tail | 4.3208E-12 |  |
| t Critical two-tail | 2.09302405 |  |

Internode 9

t-Test: Two-Sample Assuming Unequal Variances

|  | Non-mutant | *rmr12-3* |
| --- | --- | --- |
| Mean | 12.7916667 | 4.66666667 |
| Variance | 1.20265152 | 3.37878788 |
| Observations | 12 | 12 |
| Hypothesized Mean Difference | 0 |  |
| df | 18 |  |
| t Stat | 13.1496145 |  |
| P(T<=t) one-tail | 5.7077E-11 |  |
| t Critical one-tail | 1.73406361 |  |
| P(T<=t) two-tail | 1.1415E-10 |  |
| t Critical two-tail | 2.10092204 |  |

Internode 10

t-Test: Two-Sample Assuming Unequal Variances

|  | Non-mutant | *rmr12-3* |
| --- | --- | --- |
| Mean | 12.21666667 | 4.55 |
| Variance | 1.71969697 | 3.61181818 |
| Observations | 12 | 12 |
| Hypothesized Mean Difference | 0 |  |
| df | 20 |  |
| t Stat | 11.50196073 |  |
| P(T<=t) one-tail | 1.43232E-10 |  |
| t Critical one-tail | 1.724718243 |  |
| P(T<=t) two-tail | 2.86465E-10 |  |
| t Critical two-tail | 2.085963447 |  |

Internode 11

t-Test: Two-Sample Assuming Unequal Variances

|  | Non-mutant | *rmr12-3* |
| --- | --- | --- |
| Mean | 12.0555556 | 4.69166667 |
| Variance | 4.34027778 | 3.96628788 |
| Observations | 9 | 12 |
| Hypothesized Mean Difference | 0 |  |
| df | 17 |  |
| t Stat | 8.16810861 |  |
| P(T<=t) one-tail | 1.3734E-07 |  |
| t Critical one-tail | 1.73960673 |  |
| P(T<=t) two-tail | 2.7467E-07 |  |
| t Critical two-tail | 2.10981558 |  |

Internode 12

t-Test: Two-Sample Assuming Unequal Variances

|  | Non-mutant | *rmr12-3* |
| --- | --- | --- |
| Mean | 12.2 | 4.90909091 |
| Variance | 0.825 | 5.84090909 |
| Observations | 5 | 11 |
| Hypothesized Mean Difference | 0 |  |
| df | 14 |  |
| t Stat | 8.73936025 |  |
| P(T<=t) one-tail | 2.4116E-07 |  |
| t Critical one-tail | 1.76131014 |  |
| P(T<=t) two-tail | 4.8231E-07 |  |
| t Critical two-tail | 2.14478669 |  |

Internode 13

t-Test: Two-Sample Assuming Unequal Variances

|  | Non-mutant | *rmr12-3* |
| --- | --- | --- |
| Mean | 11 | 3.75 |
| Variance | #DIV/0! | 3.791 |
| Observations | 1 | 6 |
| Hypothesized Mean Difference | 0 |  |
| df | 65535 |  |
| t Stat | 9.12087995 |  |
| P(T<=t) one-tail | #NUM! |  |
| t Critical one-tail | #NUM! |  |
| P(T<=t) two-tail | #NUM! |  |
| t Critical two-tail | #NUM! |  |

**Figure 3D (Transition leaves)**

t-Test: Two-Sample Assuming Unequal Variances

|  | Non-mutant | *rmr12-3* |
| --- | --- | --- |
| Mean | 5.66666667 | 6.77777778 |
| Variance | 0.25 | 0.94444444 |
| Observations | 9 | 9 |
| Hypothesized Mean Difference | 0 |  |
| df | 12 |  |
| t Stat | -3.0499714 |  |
| P(T<=t) one-tail | 0.00504263 |  |
| t Critical one-tail | 1.78228756 |  |
| P(T<=t) two-tail | 0.01008525 |  |
| t Critical two-tail | 2.17881283 |  |

**Figure 4A (Leaf lengths)**

t-Test: Two-Sample Assuming Unequal Variances

|  | Non-mutant | *rmr12-3* |
| --- | --- | --- |
| Mean | 61.5864407 | 57.4736842 |
| Variance | 63.0878154 | 200.093883 |
| Observations | 236 | 38 |
| Hypothesized Mean Difference | 0 |  |
| df | 41 |  |
| t Stat | 1.74845569 |  |
| P(T<=t) one-tail | 0.04393496 |  |
| t Critical one-tail | 1.682878 |  |
| P(T<=t) two-tail | 0.08786991 |  |
| t Critical two-tail | 2.01954097 |  |

**Figure 4B (Leaf widths)**

t-Test: Two-Sample Assuming Unequal Variances

|  | Non-mutant | *rmr12-3* |
| --- | --- | --- |
| Mean | 5.24279661 | 3.32894737 |
| Variance | 1.24135215 | 0.88211238 |
| Observations | 236 | 38 |
| Hypothesized Mean Difference | 0 |  |
| df | 55 |  |
| t Stat | 11.3419486 |  |
| P(T<=t) one-tail | 2.5336E-16 |  |
| t Critical one-tail | 1.67303397 |  |
| P(T<=t) two-tail | 5.0672E-16 |  |
| t Critical two-tail | 2.00404478 |  |

**Figure 4C (No. lateral veins)**

t-Test: Two-Sample Assuming Unequal Variances

|  | Non-mutant | *rmr12-3* |
| --- | --- | --- |
| Mean | 20.8 | 17.1666667 |
| Variance | 0.84444444 | 3.76666667 |
| Observations | 10 | 6 |
| Hypothesized Mean Difference | 0 |  |
| df | 6 |  |
| t Stat | 4.30524116 |  |
| P(T<=t) one-tail | 0.00253184 |  |
| t Critical one-tail | 1.94318028 |  |
| P(T<=t) two-tail | 0.00506369 |  |
| t Critical two-tail | 2.44691185 |  |

**Figure 4D (No. tassel branches)**

BC_3_F_2_

t-Test: Two-Sample Assuming Unequal Variances

|  | Non-mutant | *rmr12-3* |
| --- | --- | --- |
| Mean | 8.625 | 2.058823529 |
| Variance | 8.116666667 | 1.933823529 |
| Observations | 16 | 17 |
| Hypothesized Mean Difference | 0 |  |
| df | 21 |  |
| t Stat | 8.332027005 |  |
| P(T<=t) one-tail | 2.13236E-08 |  |
| t Critical one-tail | 1.720742903 |  |
| P(T<=t) two-tail | 4.26472E-08 |  |
| t Critical two-tail | 2.079613845 |  |

BC_5_F_2_

t-Test: Two-Sample Assuming Unequal Variances

|  | Non-mutant | *rmr12-3* |
| --- | --- | --- |
| Mean | 6.75 | 1.142857143 |
| Variance | 1.071428571 | 0.142857143 |
| Observations | 8 | 7 |
| Hypothesized Mean Difference | 0 |  |
| df | 9 |  |
| t Stat | 14.27272727 |  |
| P(T<=t) one-tail | 8.67853E-08 |  |
| t Critical one-tail | 1.833112933 |  |
| P(T<=t) two-tail | 1.73571E-07 |  |
| t Critical two-tail | 2.262157163 |  |

**Figure 4E (Central spike branch length)**

BC_3_F_2_

t-Test: Two-Sample Assuming Unequal Variances

|  | Non-mutant | *rmr12-3* |
| --- | --- | --- |
| Mean | 24.4375 | 12.5882353 |
| Variance | 5.72916667 | 13.6323529 |
| Observations | 16 | 17 |
| Hypothesized Mean Difference | 0 |  |
| df | 28 |  |
| t Stat | 11.0018798 |  |
| P(T<=t) one-tail | 5.6139E-12 |  |
| t Critical one-tail | 1.70113093 |  |
| P(T<=t) two-tail | 1.1228E-11 |  |
| t Critical two-tail | 2.04840714 |  |

BC_5_F_2_

t-Test: Two-Sample Assuming Unequal Variances

|  | Non-mutant | *rmr12-3* |
| --- | --- | --- |
| Mean | 23.75 | 10.5714286 |
| Variance | 1.64285714 | 16.6190476 |
| Observations | 8 | 7 |
| Hypothesized Mean Difference | 0 |  |
| df | 7 |  |
| t Stat | 8.20540452 |  |
| P(T<=t) one-tail | 3.875E-05 |  |
| t Critical one-tail | 1.89457861 |  |
| P(T<=t) two-tail | 7.7499E-05 |  |
| t Critical two-tail | 2.36462425 |  |

**Figure 4F (No. ear shoots)**

BC_3_F_2_

t-Test: Two-Sample Assuming Unequal Variances

|  | Non-mutant | *rmr12-3* |
| --- | --- | --- |
| Mean | 2.25 | 1.05882353 |
| Variance | 0.46666667 | 0.43382353 |
| Observations | 16 | 17 |
| Hypothesized Mean Difference | 0 |  |
| df | 31 |  |
| t Stat | 5.09376878 |  |
| P(T<=t) one-tail | 8.2077E-06 |  |
| t Critical one-tail | 1.69551878 |  |
| P(T<=t) two-tail | 1.6415E-05 |  |
| t Critical two-tail | 2.03951345 |  |

BC_5_F_2_

t-Test: Two-Sample Assuming Unequal Variances

|  | Non-mutant | *rmr12-3* |
| --- | --- | --- |
| Mean | 2.875 | 1.14285714 |
| Variance | 0.41071429 | 0.14285714 |
| Observations | 8 | 7 |
| Hypothesized Mean Difference | 0 |  |
| df | 12 |  |
| t Stat | 6.46666667 |  |
| P(T<=t) one-tail | 1.5419E-05 |  |
| t Critical one-tail | 1.78228756 |  |
| P(T<=t) two-tail | 3.0838E-05 |  |
| t Critical two-tail | 2.17881283 |  |

t-Test: Two-Sample Assuming Unequal Variances

**Figure 5A**

| t-Test: Two-Sample Assuming Unequal Variances | | |
| --- | --- | --- |
|  | *Rmr12* | *rmr12-3* |
| Mean | 0.32657075 | 0.39889648 |
| Variance | 0.00109672 | 0.00071844 |
| Observations | 2 | 3 |
| Hypothesized Mean Difference | 0 |  |
| df | 2 |  |
| t Stat | -2.5767544 |  |
| P(T<=t) one-tail | 0.06167663 |  |
| t Critical one-tail | 2.91998558 |  |
| P(T<=t) two-tail | 0.12335327 |  |
| t Critical two-tail | 4.30265273 |  |

**Figure 6**

| t-Test: Two-Sample Assuming Unequal Variances | | |
| --- | --- | --- |
|  | *Rmr12* | *rmr12-3* |
| Mean | 0 | -3.4183333 |
| Variance | 1.1752861 | 1.88343333 |
| Observations | 3 | 3 |
| Hypothesized Mean Difference | 0 |  |
| df | 4 |  |
| t Stat | 3.3853628 |  |
| P(T<=t) one-tail | 0.0138241 |  |
| t Critical one-tail | 2.1318468 |  |
| P(T<=t) two-tail | 0.0276481 |  |
| t Critical two-tail | 2.7764451 |  |

**Supplemental Figure 3A (Viable pollen frequency)**

t-Test: Two-Sample Assuming Unequal Variances

|  | Non-mutant | *+ / rmr12-4* |
| --- | --- | --- |
| Mean | 0.971711233 | 0.9722411 |
| Variance | 5.18839E-05 | 0.00015423 |
| Observations | 4 | 4 |
| Hypothesized Mean Difference | 0 |  |
| df | 5 |  |
| t Stat | -0.07381454 |  |
| P(T<=t) one-tail | 0.47201 |  |
| t Critical one-tail | 2.015048373 |  |
| P(T<=t) two-tail | 0.94402 |  |
| t Critical two-tail | 2.570581836 |  |

**Supplemental Figure 3B (Pollen germination frequencies)**

t-Test: Two-Sample Assuming Unequal Variances

|  | Non-mutant | *+ / rmr12-4* |
| --- | --- | --- |
| Mean | 0.9827426 | 1 |
| Variance | 0.00991392 | 0 |
| Observations | 8 | 8 |
| Hypothesized Mean Difference | 0 |  |
| df | 7 |  |
| t Stat | -0.4902275 |  |
| P(T<=t) one-tail | 0.31948196 |  |
| t Critical one-tail | 1.89457861 |  |
| P(T<=t) two-tail | 0.63896393 |  |
| t Critical two-tail | 2.36462425 |  |

**Supplemental Figure 3C (Pollen tube lengths)**

t-Test: Two-Sample Assuming Unequal Variances

|  | *Wx1* | *wx1* |
| --- | --- | --- |
| Mean | 0.16202216 | 0.15712531 |
| Variance | 0.00384784 | 0.00365108 |
| Observations | 361 | 407 |
| Hypothesized Mean Difference | 0 |  |
| df | 750 |  |
| t Stat | 1.10525365 |  |
| P(T<=t) one-tail | 0.13470206 |  |
| t Critical one-tail | 1.64688785 |  |
| P(T<=t) two-tail | 0.26940412 |  |
| t Critical two-tail | 1.96313204 |  |

**Supplemental Table 8**

Cluster 1

| t-Test: Two-Sample Assuming Unequal Variances | | |
| --- | --- | --- |
|  | *Rmr12* | *rmr12-3* |
| Mean | 1.90111999 | 1.76054564 |
| Variance | 0.02029654 | 0.58037076 |
| Observations | 2 | 3 |
| Hypothesized Mean Difference | 0 |  |
| df | 2 |  |
| t Stat | 0.31153844 |  |
| P(T<=t) one-tail | 0.3924336 |  |
| t Critical one-tail | 2.91998558 |  |
| P(T<=t) two-tail | 0.78486721 |  |
| t Critical two-tail | 4.30265273 |  |

Cluster 2

| t-Test: Two-Sample Assuming Unequal Variances | | |
| --- | --- | --- |
|  | *Rmr12* | *rmr12-3* |
| Mean | 1.154209 | 1.73347388 |
| Variance | 0.23672344 | 0.02268355 |
| Observations | 2 | 3 |
| Hypothesized Mean Difference | 0 |  |
| df | 1 |  |
| t Stat | -1.6323934 |  |
| P(T<=t) one-tail | 0.17495293 |  |
| t Critical one-tail | 6.31375151 |  |
| P(T<=t) two-tail | 0.34990587 |  |
| t Critical two-tail | 12.7062047 |  |

Cluster 3

| t-Test: Two-Sample Assuming Unequal Variances | | |
| --- | --- | --- |
|  | *Rmr12* | *rmr12-3* |
| Mean | 0.48314894 | 0.93587512 |
| Variance | 0.00218508 | 0.15783712 |
| Observations | 2 | 3 |
| Hypothesized Mean Difference | 0 |  |
| df | 2 |  |
| t Stat | -1.9535683 |  |
| P(T<=t) one-tail | 0.09498567 |  |
| t Critical one-tail | 2.91998558 |  |
| P(T<=t) two-tail | 0.18997135 |  |
| t Critical two-tail | 4.30265273 |  |

Cluster 4

| t-Test: Two-Sample Assuming Unequal Variances | | |
| --- | --- | --- |
|  | *Rmr12* | *rmr12-3* |
| Mean | 1.26169024 | 0.9399857 |
| Variance | 0.48744303 | 0.05071017 |
| Observations | 2 | 3 |
| Hypothesized Mean Difference | 0 |  |
| df | 1 |  |
| t Stat | 0.63015769 |  |
| P(T<=t) one-tail | 0.32101447 |  |
| t Critical one-tail | 6.31375151 |  |
| P(T<=t) two-tail | 0.64202894 |  |
| t Critical two-tail | 12.7062047 |  |

Cluster 5

| t-Test: Two-Sample Assuming Unequal Variances | | |
| --- | --- | --- |
|  | *Rmr12* | *rmr12-3* |
| Mean | 0.96377658 | 1.00230217 |
| Variance | 0.17581309 | 0.01887022 |
| Observations | 2 | 3 |
| Hypothesized Mean Difference | 0 |  |
| df | 1 |  |
| t Stat | -0.1255254 |  |
| P(T<=t) one-tail | 0.46025192 |  |
| t Critical one-tail | 6.31375151 |  |
| P(T<=t) two-tail | 0.92050383 |  |
| t Critical two-tail | 12.7062047 |  |

Cluster 6

| t-Test: Two-Sample Assuming Unequal Variances | | |
| --- | --- | --- |
|  | *Rmr12* | *rmr12-3* |
| Mean | 1.07630041 | 1.28844107 |
| Variance | 0.33458525 | 0.15956926 |
| Observations | 2 | 3 |
| Hypothesized Mean Difference | 0 |  |
| df | 2 |  |
| t Stat | -0.4517904 |  |
| P(T<=t) one-tail | 0.34784372 |  |
| t Critical one-tail | 2.91998558 |  |
| P(T<=t) two-tail | 0.69568744 |  |
| t Critical two-tail | 4.30265273 |  |

Cluster 7

| t-Test: Two-Sample Assuming Unequal Variances | | |
| --- | --- | --- |
|  | *Rmr12* | *rmr12-3* |
| Mean | 1.59989611 | 2.29867913 |
| Variance | 0.16878552 | 0.0171286 |
| Observations | 2 | 3 |
| Hypothesized Mean Difference | 0 |  |
| df | 1 |  |
| t Stat | -2.3279541 |  |
| P(T<=t) one-tail | 0.12914727 |  |
| t Critical one-tail | 6.31375151 |  |
| P(T<=t) two-tail | 0.25829454 |  |
| t Critical two-tail | 12.7062047 |  |

How the deposited data were processed for this re-analysis (not part of the article)

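sRNAs were measured in single sibling seedlings of maize at 8 days post imbibition, 2 homozygous for *Rmr12* and 3 homozygous for *rmr12-3*. All libraries were sequenced on 1 lane, so there was no sequencing batch to separate. Another non-mutant library, which the authors excluded for its low number of reads, was not used here.

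The authors trimmed the reads with bbduk and kept those of 18 to 30nt. They aligned mate 1 to the B73 genome AGPv4 with ShortStack, without mismatches, and discarded reads that mapped to several places. Clusters were called once on the pooled reads of the 5 libraries, with a minimum of 91 reads. Reads carrying an A632 or A619 variant against B73 are lost by this alignment, so a cluster can be low in a library because its sequence differs from the reference there. The authors deposited a count of uniquely-mapped reads per cluster and library, not normalized, and the pooled count of each cluster. A second deposited table describes each pooled cluster: its length, its reads of each length from 20 to 24nt, its shorter and longer reads, its most abundant sequence, the fraction of reads on the top strand, and its RPM. The deposited RPM values are the authors' pooled reads scaled to the uniquely-mapped reads of all libraries, and served only to check that unit. The deposited fraction on the top strand was read but enters no printed value. The size call of a cluster is the authors', made on pooled reads, so it cannot differ between libraries.

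Cluster counts summed to 26832238 reads over the 5 libraries, 81.0% of the 33105871 uniquely-mapped reads of the paper's S1 File. TMM factors were 0.98 and 0.982 for the *Rmr12* libraries and 1.013, 1.021 and 1.006 for the *rmr12-3* libraries. In a library where a cluster had 3 reads or fewer it was treated as at the floor, which corresponds to 0.817 CPM (TMM-normalized) on average in the *Rmr12* libraries and 0.853 in the *rmr12-3* libraries. Where every library of one genotype was at the floor, only a lower bound of the fold change is given. Floors cover counting error only.

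The main test was edgeR 4.0.16 in R 4.3.3 (limma 3.58.1), with TMM normalization, glmQLFit and glmQLFTest, genotype as the only factor and library sizes from the 24nt clusters. The standard error of a log2 fold change is its absolute value divided by the square root of its F statistic. Clusters not called 24nt were tested in 1 fit with all clusters. The thresholds were the paper's: a log2 fold change of at least 1 in absolute value and an adjusted p under 0.05. DESeq2 1.42.0, the tool the authors used, was run as an alternative. The tests were first tried on simulated counts for 54905 clusters with 200 changed by 4-fold: edgeR recovered 178 (89%) and also called 8 unchanged clusters, and DESeq2 recovered 138 (69%) and called 2 unchanged clusters. The data held 16598 differential clusters rather than 200, so these recovery rates need not hold for them. The genome-wide rotation test and the test of neighbouring clusters were also tested on simulated data for 54460 clusters. They gave permutation p-values of 0.967 and 0.4551 without a planted effect, and of 0.0055 and 0.0033 with a planted effect. Each value came from a single simulated set. The excess planted for the rotation test was larger than the one seen near *rmr12*, so power for the latter was not measured. Positions, windows and figures were computed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. Random steps used the seed 11.

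The clusters named in the text were chosen by a rule set before the data were examined. In each direction they are the 5 24nt clusters with the smallest edgeR p-value among differential clusters whose mutant libraries all lay on the same side of both non-mutant libraries. Added to these are every cluster within 5 kb of Zm00001d045109, the *rmr12* gene (chromosome 9, 13084842 to 13106200 in the paper's S5 Table), and in each direction the 3 clusters not called 24nt with the smallest p-value. Clusters near *pl1* were part of the rule but were not analysed here, because no table used here places that gene in AGPv4. For the same reason clusters are given by position, without the genes or repeats around them. Chromosome positions are AGPv4 positions as deposited.

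The alternatives tried were DESeq2, RLE normalization, 2 other library sizes, 3 filters on low counts, a fit of all clusters together, thinning to equal depth, robust moderation, other thresholds, a replicate block and leaving out each library in turn. For the percentages by size call, they were weighing each cluster by its pooled share of 24nt or 22nt reads, leaving out the 10 clusters with the most reads, and a higher pooled minimum. Library sizes from the clusters not called 24nt and S8 Table values per uniquely-mapped read were added after the data were seen. Analyses of all mapped reads by length, which need reads outside the clusters, and of reads aligned to the *Pl1-Rhoades* clone were not made from counts.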

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

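The test with library sizes from the clusters not called 24nt and the comparison of medians per library were chosen only after the result was seen.

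The paper compared only clusters called 24nt. Among the 4222 other clusters, 497 were differential between genotypes, 40 higher and 457 lower in *rmr12-3* mutants (edgeR's quasi-likelihood test in 1 fit with all clusters). Of these, 384 had no size call (13 higher, 371 lower), 62 were called 22nt (22 higher, 40 lower) and 34 were called 21nt (4 higher, 30 lower). The median log2 fold change was -0.60 over clusters without a size call, -0.26 over 21nt clusters and -0.09 over 22nt clusters. The clusters with the smallest p-values in each direction, named by the rule set beforehand, included Cluster_57371, called 22nt (chromosome 10, 135043231 to 135046142). It had 2313 ± 107 CPM (SD, n = 3) in mutants and 361 ± 53.1 (SD, n = 2) in non-mutants, a log2 fold change of 2.68 (standard error 0.299, adjusted p = 3.94e-05 from edgeR's quasi-likelihood test). Cluster_14539 and Cluster_14730, both called 21nt and on chromosome 2, were also higher, with log2 fold changes of 3.02 and 1.69. Cluster_58959, called 21nt and on an unplaced contig, was lower, with a log2 fold change of -3.23, and so was Cluster_34296, without a size call, at -2.56. Cluster_4545, without a size call, had 267 and 59 reads in the non-mutant libraries and 2, 1 and 2 in the mutant libraries. It was at least 27.7-fold lower, a cautious bound because the floor was scaled to the 24nt clusters alone.

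The excess of lower clusters depended on which clusters set the scale. With library sizes taken from the clusters not called 24nt, 297 were differential, 113 higher and 184 lower. For clusters without a size call, 156 of 195 differential clusters were still lower. A shift shared by all non-24nt clusters would leave the classes moving alike, and in each library the median of clusters without a size call less that of 22nt clusters was 0.04 and 0.50 in the *Rmr12* libraries and -0.31, 0.10 and -0.58 in the *rmr12-3* libraries on the log2 scale. These values overlap between genotypes, so for clusters without a size call a shared shift stays open too. For 22nt clusters the balance turned to 51 higher and 7 lower. Only 22 of the 21nt and 22nt clusters were lower with these sizes, but the sizes centre the clusters they are taken from, so for 21nt and 22nt clusters a shared shift and changes in single clusters cannot be told apart. In a fit on these clusters alone, 6 were differential. That fit estimated a common dispersion of 0.151, against 0.06 in the fit with all clusters.

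Breakdown fragments more frequent in the Rmr12 libraries are a candidate explanation for the lower clusters without a size call. If they were the cause, clusters with few reads outside 20 to 24nt should be near 0, but the 827 clusters with the smallest share of such reads had a median log2 fold change of -0.50, against -0.66 in the 827 with the largest share. Since those with the smallest share still had 20.08 to 47.41% of reads outside 20 to 24nt, and since reads of 18 and 19nt were also more frequent in both *Rmr12* libraries (3.09% and 3.40% of uniquely-mapped reads in the paper's S1 File, against 2.13%, 2.84% and 2.24% in mutants), breakdown and an effect of genotype cannot be told apart. An effect of *rmr12-3* on these RNAs is the biological explanation the design offers, and it was not tested separately.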

How the results depend on the processing

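The alternatives were set before the data were examined, except library sizes from the clusters not called 24nt, S8 Table values per uniquely-mapped read and, for named clusters, a fit on the clusters not called 24nt alone, which were chosen after seeing the data.

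The count of 16598 differential 24nt clusters stayed within 1.5-fold under DESeq2 (14656), RLE normalization (16589), uniquely-mapped totals as library sizes (16717), clean totals (18533), all clusters in 1 fit (15756), thinning to equal depth (15830), robust moderation (16621), no fold minimum (21261) and an adjusted p under 0.01 (11994). Leaving out each *rmr12-3* library in turn gave 14108 to 15801. No such count was made without an *Rmr12* library, since 1 would remain. The count fell with filters that tested fewer clusters: to 10781 (5812 higher, 4969 lower) with at least 10 reads in every library, 10583 (5714 and 4869) at 2 times the pooled minimum and 4760 (2571 and 2189) at 4 times. These filters gave 10990, 10717 and 4767 clusters with a fitted change of at least 2-fold, against 19111 without them. A test against a 2-fold change (glmTreat), which asks more of each cluster, gave 6108 (3519 higher, 2589 lower).

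Scaling changed the balance of directions. With clean totals as library sizes, 14837 clusters were higher and 3696 lower, after a shift of all clusters by 0.459 on the log2 scale. Uniquely-mapped totals shifted them by 0.152, with 63.2% of differential clusters higher. Neither the cause of the different totals nor which scale is right was tested.

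With the replicate block, 13312 clusters were differential, 12744 of them among the 16598. The block rests on numbers that do not pair the seedlings: deviations of libraries with the same number correlated at -0.05 and -0.06.

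For the share of reads in 24nt clusters, the difference between genotypes ran from 0.467 to 6.004 percentage points across the 5 fits that each left out one library, the extremes being without *Rmr12* replicate 1 and without *Rmr12* replicate 2. The difference in the ratio of 24nt to 22nt cluster reads, 0.165, ran from -1.934 to 2.264 over the same fits. It was -0.063 at 4 times the pooled minimum and -0.165 without *rmr12-3* replicate 2; the cause was not tested, and every one of these values lies within the spread of the *Rmr12* libraries.

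The 497 differential clusters not called 24nt became 6 in a fit on those clusters alone, where the estimated dispersion was higher, and 297 with library sizes from these clusters. Within 10 Mb of *rmr12*, the share of differential clusters was no longer past the test's threshold at 28.3% (permutation p = 0.0891) among clusters with at least 10 reads in every library, a filter that removes clusters absent from one genotype. The number of *Pl1-Rhoades* clusters of S8 Table whose genotypes separated was 3 per clean read. It was 0 to 2 per uniquely-mapped read, depending on which library each column was taken to be. All 18 named clusters kept their direction in each of their 174 values under the alternatives, 9 for each of the 12 called 24nt and 11 for each of the 6 others. Of the 138 values with a test, 136 kept their call; Cluster_14730 and Cluster_34296 were no longer past the threshold in a fit on the clusters not called 24nt alone. Of the 36 values without one *Rmr12* library, 16 moved by more than the spread between replicates.

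Depth limits the 24nt clusters with few reads most. The typical 24nt cluster had 28 reads in *Rmr12* replicate 2, and with 2 non-mutant libraries no percentage compared per library could reach 0.05 in an exact permutation test.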

Differences from the paper's values

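Neither edgeR nor DESeq2, each with its own normalization and all 24nt clusters, gave a count that differed from the paper's by more than 1.5-fold. edgeR called 16598 24nt clusters, 8856 higher and 7742 lower, against the paper's 14656, 7848 and 6808. With DESeq2 in place of edgeR, an alternative set before the data were examined and the tool named in the paper's methods, the counts were 14656, 7848 and 6808.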

Other observations

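The tests of A619 segments elsewhere in the genome, of clusters present in one genotype only, of pairs 5 to 50 kb apart and of the 5 regions were chosen only after the result was seen, as were the 5 Mb windows and the minimum of 5 differential clusters per window. The direction of change along the chromosomes was itself noticed in these data and then tested on them.

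Several technical explanations of the differential 24nt clusters were tested. Other splits of the 5 libraries into 2 and 3 gave no differential clusters, so 1 of the 10 splits, the real one, gave as many; the other splits had 149 to 5780 clusters at an unadjusted p under 0.05. With 10 splits this share cannot fall under 0.1. The real split is also the one along which the libraries group: correlations across 24nt clusters were 0.86 to 0.90 within genotypes and 0.52 to 0.54 between them, and the genotypes separated completely in 60.3% of 24nt clusters, against 20% by chance. Random variation among like libraries would not give these values. What the 10 splits leave open is another difference between the seedlings that happened to follow genotype. The greater depth of *Rmr12* replicate 1 could have driven the calls, but after thinning all libraries to equal depth 89.5% of the 16598 clusters were called again. Cluster calling weighted to the deepest library would affect clusters near the minimum, but 27.4% of clusters with at least 4 times the minimum were differential. A619 sequence linked to *rmr12* would leave few calls elsewhere, but 30.1% of clusters more than 20 Mb away or on other chromosomes were differential. A619 segments elsewhere would leave many windows almost without calls, but the lowest 10 Mb window had 22.0%. Small scattered differences among the seedlings in sequence, RNA quality or growth were not tested and stay open beside an effect of CHD3a.

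Some 24nt clusters were present in one genotype only, with 3 reads or fewer in every library of the other, and these gathered around *rmr12*. Of 77 such clusters absent in mutants, 17 lay within 5 Mb of *rmr12*, where their share elsewhere would give 0.3. Of 174 absent in non-mutants, 9 did, against 0.9. Together they were 8.5% of the 306 clusters there and 0.42% elsewhere (permutation test with 10000 rotations, p = 0.004). They spanned chromosome 9 from 10121377 to 13613045, an interval of 3.49 Mb that contains *rmr12*. In it 69 of 123 clusters (56.1%) were differential, 35 higher and 34 lower, a share raised in part because these clusters set its ends. The share was 64.6% from 10 to 11 Mb and 68.0% from 11 to 12 Mb. From 12 to 13 Mb it was 23.5% of 17 clusters, and from 13 to 14 Mb 41.2% of 34. The clusters absent in non-mutants lay only between 10517923 and 11746045, away from the gene itself. Presence in one genotype only, in both directions, is consistent with A619 sequence linked to *rmr12-3*, which differs from A632 in what aligns to B73 without mismatches; no genotype calls were used to check it. The clusters on either side of the *rmr12* gene lie in this interval. Cluster_49269 (13083927 to 13084489), 353 bp from the gene, had 180 and 72 reads in non-mutants and 0 in each mutant, at least 31.8-fold lower. Cluster_49270 (13106565 to 13107237), 365 bp from the gene on the other side, had 218 and 45 reads in non-mutants and 0, 1 and 1 in mutants, at least 28.6-fold lower. Local sequence and loss of CHD3a were both changed at these clusters, so their decrease says nothing on which acted. The same holds for Cluster_49209, higher in mutants, and Cluster_49233, lower in mutants, which also lie in this interval.

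The direction of change followed the density of 24nt clusters. In 424 windows of 5 Mb, the share of differential clusters that were higher in mutants rose with the number of 24nt clusters in the window (Spearman's rho 0.43 across windows, p = 0.004 from 1000 rotations). With all windows, including those under the minimum, divided into 5 groups from sparse to dense, 38.5%, 47.9%, 52.8%, 56.7% and 56.4% of differential clusters were higher, while the share that was differential stayed between 30.0 and 30.9%. The median log2 fold change of all clusters ran from -0.19 to 0.05. Lower read counts of clusters in sparse windows do not account for it, since within 4 classes of pooled reads the medians of the sparsest and densest windows still differed by 0.23 to 0.29. Breakdown fragments inside 24nt clusters would be fewer among clusters with at least 80% 24nt reads, where rho was 0.34. One *Rmr12* library was not the sole source: with the median log2 fold change per window as the measure, rho was 0.40 against *Rmr12* replicate 1 alone, 0.35 against *Rmr12* replicate 2 alone and 0.38 against both. A619 segments on a few chromosomes would not give the positive rho found on 10 of 10 chromosomes, although it ran from 0.09 on chromosome 9 to 0.63 on chromosome 2. Under 8 settings of the test for differential clusters, rho was 0.38 to 0.44. With clean read totals as library sizes, which raise the fold changes of all clusters, 67.6% of differential clusters were higher in the sparsest windows and 82.2% in the densest, so the order of the windows was kept but not the excess of lower clusters in sparse windows. GC content and the share of sequence to which reads map uniquely may also follow cluster density; no genome was used here, so both stay open. A dependence of 24nt RNA production on CHD3a that differs between cluster-poor and cluster-rich regions is a hypothesis that these tests leave standing.

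The least balanced regions, picked after their values were seen, were on chromosome 3 from 70 to 90 Mb (3 higher, 48 lower), chromosome 7 from 55 to 75 Mb (3 and 47), chromosome 10 from 40 to 50 Mb (4 and 27), in the middle of chromosome 5 (16 and 53) and chromosome 4 from 95 to 115 Mb (17 and 47). Over these 5 regions, 265 of 749 clusters (35.4%) were differential, 43 higher and 222 lower. With clean read totals as library sizes, 94 of 219 were higher, so their imbalance depended on the scale. A619 segments left in these regions could produce such blocks. In contrast to the interval around *rmr12*, 0.27% of the clusters in them were absent from one genotype, near the 0.42% elsewhere. But the regions were chosen for their pattern and a single known A619 interval serves as the comparison. This test therefore cannot tell a leftover A619 segment there from an effect of the mutation. The paper's pedigrees place these seedlings after repeated backcrosses to A632. That makes leftover A619 segments away from *rmr12* less likely but does not rule them out.

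Neighbouring 24nt clusters tended to change together. Of 2346 adjacent pairs of differential clusters at most 5 kb apart, 59.3% changed in the same direction, against 50.3% with permuted directions (p = 0.001, the smallest that 1000 permutations give). The share was 61.3% at most 1 kb apart, 59.5% with DESeq2's calls and 58.9 to 60.5% without each *rmr12-3* library. One locus divided into adjacent clusters would raise it only at short range; pairs 5 to 50 kb apart still had 54.9% in one direction (permutation p = 0.001), so division cannot be the only source. The low share of increases in cluster-poor windows explains little of it, since directions permuted within 5 Mb windows gave 51.4%. Reads shared between repeat copies were excluded by the alignment, and whether neighbours belong to one transposon was not tested.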
